# ETS-4 Is a Transcriptional Regulator of Life Span in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1001125

**Published:** 2010-09-16

**Authors:** Bargavi Thyagarajan, Adam G. Blaszczak, Katherine J. Chandler, Jennifer L. Watts, W. Evan Johnson, Barbara J. Graves

## Abstract

Aging is a complex phenotype responsive to a plethora of environmental inputs; yet only a limited number of transcriptional regulators are known to influence life span. How the downstream expression programs mediated by these factors (or others) are coordinated into common or distinct set of aging effectors is an addressable question in model organisms, such as *C. elegans*. Here, we establish the transcription factor ETS-4, an ortholog of vertebrate *SPDEF*, as a longevity determinant. Adult worms with *ets-4* mutations had a significant extension of mean life span. Restoring ETS-4 activity in the intestine, but not neurons, of *ets-4* mutant worms rescued life span to wild-type levels. Using RNAi, we demonstrated that *ets-4* is required post-developmentally to regulate adult life span; thus uncoupling the role of ETS-4 in aging from potential functions in worm intestinal development. Seventy ETS-4-regulated genes, identified by gene expression profiling of two distinct *ets-4* alleles and analyzed by bioinformatics, were enriched for known longevity effectors that function in lipid transport, lipid metabolism, and innate immunity. Putative target genes were enriched for ones that change expression during normal aging, the majority of which are controlled by the GATA factors. Also, some ETS-4-regulated genes function downstream of the FOXO factor, DAF-16 and the insulin/IGF-1 signaling pathway. However, epistasis and phenotypic analyses indicate that *ets-4* functioned in parallel to the insulin/IGF-1 receptor, *daf-2* and *akt-1/2* kinases. Furthermore, *ets-4* required *daf-16* to modulate aging, suggesting overlap in function at the level of common targets that affect life span. In conclusion, ETS-4 is a new transcriptional regulator of aging, which shares transcriptional targets with GATA and FOXO factors, suggesting that overlapping pathways direct common sets of lifespan-related genes.

## Author Summary

Animal life span is regulated in response to developmental and environmental inputs through coordinate changes in gene expression. Thus, longevity determinants include DNA-binding proteins that regulate gene expression by controlling transcription. Here, we explored the physiological role of the transcriptional regulator, ETS-4, in the roundworm *Caenorhabditis elegans*. Our data showed that worms that lack ETS-4 lived significantly longer, revealing ETS-4′s role in the transcription network that regulates life span. We identified 70 genes whose expression was modulated by ETS-4 that function in lipid transport, lipid metabolism and innate immunity. Some of the ETS-4-regulated genes were also controlled by two other regulators of aging, the FOXO and GATA factors. We concluded that a common set of transcriptional targets orchestrate the network of physiological factors that affect aging. ETS-4 is closely related to the human ETS protein SPDEF that exhibits aberrant expression in breast and prostate tumors. Because the genetic pathways that regulate aging are well conserved in other organisms, including humans, our findings could lead to a better understanding of SPDEF function and longevity regulation in mammals.

## Introduction

The emerging picture from studies with model organisms is that animal life span is regulated by coordination of gene regulatory networks in response to environmental inputs. In *C. elegans* a number of transcription factors function as genetic modifiers of aging, including Forkhead (DAF-16 and PHA-4) and GATA (ELT-3, ELT-5, and ELT-6) factors [1]–[3]. The transcription factors that function in life span determination often respond to evolutionarily conserved pathways and cellular processes, including insulin/IGF-1 signaling, c-Jun N-terminal kinase signaling (JNK), the Target of rapamycin pathway (TOR), caloric intake, mitochondrial respiration and signaling from the germ line [1], [2], [4]–[8]. Gene expression profiling has identified overlapping downstream targets for these transcription factors that regulate development, metabolism, reproduction, stress response and innate immunity [3], [9]–[11]. Consistent with this complexity, genetic tests show that disruption of individual downstream target genes has a modest impact on longevity. Therefore, the downstream effectors of each transcription factor are proposed to act collectively to mediate the significant impact of signaling pathways on life span [9].

In this study, we identify the ETS transcription factor, ETS-4, as a longevity determinant in *C. elegans*. Gene knock-out studies performed for 20 of the 26 *ETS* genes in mice have implicated ETS factors in diverse cellular processes such as proliferation, differentiation, migration, apoptosis, and cell-cell interactions [12]–[15]. However, discerning molecular mechanisms of ETS protein function in mice has been complicated by the large number of *ETS* paralogs expressed in any particular cell type [15], [16]. *C. elegans*, with only ten *ets* genes, provides a simpler and more genetically tractable model to investigate ETS factor function *in vivo*.

*C. elegans ets-4* is the apparent ortholog of vertebrate *SPDEF*/SAM pointed domain containing ETS transcription factor (also known as *PDEF*/Prostate derived ETS factor) (Figure S1). The mRNA levels of *SPDEF* are altered in breast and prostate tumors [17], [18]. Studies using tumor cell lines show that SPDEF affects cell migration and invasion pathways [18]–[23]. A deletion allele in mice suggests a role in specialized intestinal epithelial cell differentiation [24]. Thus, SPDEF may have significant disease relevance, yet its physiological role in normal animal development and homeostasis is not completely understood.

To decipher *ets-4* function, we undertook a reverse genetics approach in *C. elegans* and established *ets-4* as a transcriptional regulator of longevity. Expression of *ets-4* was observed in a number of tissues, however, transgenic rescue experiments implicated the intestine in the aging phenotype. Gene expression profiling identified ETS-4-regulated genes that function in life span determination. Strikingly, a significant number of these life span effectors have been previously shown to function downstream of the insulin/IGF-1 signaling pathway as well as the GATA factor, ELT-3. Genetic tests reveal that *ets-4* functions in parallel to the insulin/IGF-1 signaling pathway, yet requires the FOXO transcription factor, *daf-16*, to modulate life span. Taken together, our findings identify the physiological role of ETS-4 in *C. elegans* and indicate transcriptional control of aging effectors by ETS-4.

## Results

### ETS-4 Is a Novel Longevity Determinant

To determine the function of ETS-4 *in vivo*, *ets-4(ok165)* worms carrying a deletion at the *ets-4* locus were analyzed. Coding sequences for both the ETS DNA binding domain, and the PNT domain, which is a protein-protein interaction domain conserved in a subset of ETS proteins, were lacking in the *ets-4(ok165)* worms (Figure 1A and 1C). Animals carrying the *ok165* allele lacked full-length *ets-4* mRNA as confirmed by RT-PCR analysis (Figure 1B). Therefore, we propose that *ets-4(ok165)* is a null allele for ETS-4 function.

**Figure 1:**
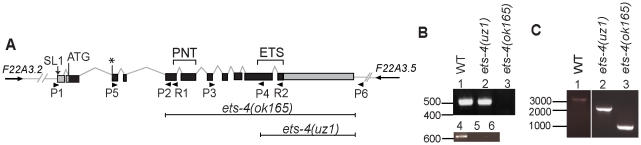
Schematic of *ets-4* gene structure and gene deletion analysis. (A) Gene structure of *ets-4*. Black boxes represent exons linked by lines that indicate introns. The 3′UTR and 5′UTR are shaded gray. The proposed translation start site ATG, confirmed site of addition of the SL1 sequence and exons encoding the ETS and PNT domains are indicated. * denotes the start of an alternative isoform (WormBase web site, http://www.wormbase.org, release WS214). The orientations of neighboring genes are represented by arrows. Sequences deleted in the *ok165* and *uz1* alleles are marked. The position of primers used for reverse transcription (R1, R2) and PCR (P1, P2, P3, P4, P5, P6) analyses are indicated. (B) Agarose gel showing RT-PCR analysis of wild-type (WT), *ets-4(uz1)* and *ets-4(ok165)* worms with primers R1, P1, P2 (top panel) and R2, P3, P4 (bottom panel). DNA size indicated in bp. (C) Agarose gel showing PCR analysis of wild-type (WT), *ets-4(uz1)* and *ets-4(ok165)* worms with primers P5 and P6. DNA size indicated in bp.

After outcrossing six times to the wild-type (N2) strain, the *ets-4(ok165)* worms were examined for phenotypes. The larval developmental time, measured as the time taken for L1 larvae to reach the young adult stage at 20°C, was 6–8 hr longer in *ets-4(ok165)* than wild-type worms (Figure 2A). Despite this 10–13% delay, *ets-4(ok165)* larvae exhibited apparently wild-type development and morphology. Neither arrests at particular larval stages nor molting defects were observed. The self brood size of *ets-4(ok165)* worms was similar to that of wild-type worms, suggesting normal fecundity (Figure 2B). However, a difference in the rate of egg-laying was observed (Figure 2C). During the peak egg-laying period (day 2 of egg-laying) the *ets-4(ok165)* worms laid significantly fewer eggs (109±5) than wild-type worms (142±6) (Figure 2C). In addition, *ets-4(ok165)* hermaphrodites produced significantly more progeny (39±6) later in life (day 4 of egg-laying) than wild-type worms (14±2) (Figure 2C). The *ets-4(ok165)* males exhibited mating efficiency comparable to wild-type males in crosses with temperature-sensitive *fem-3(e2006)* hermaphrodites [25] that are incapable of producing self-progeny at the restrictive temperature (data not shown). In summary, *ets-4(ok165)* worms exhibited a 10–13% delay in larval development and an altered egg-laying rate, but were wild-type in morphology, development and fecundity suggesting normal fitness.

**Figure 2:**
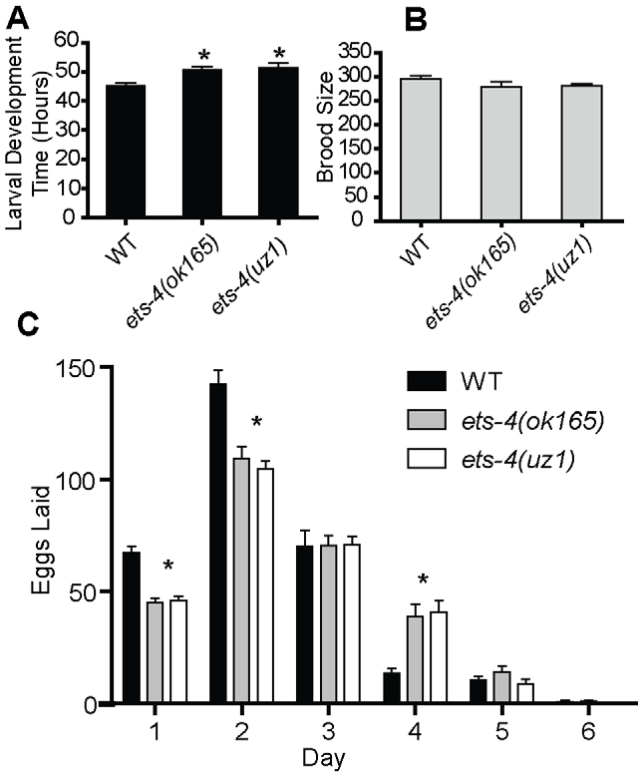
ETS-4 affects larval developmental rate and egg-laying rate. (A) The larval development time (hr) defined as the time from L1 to pre-fertile adult for wild-type (WT), *ets-4(ok165)* and *ets-4(uz1)* worms at 20°C. Values are mean ± SEM and * indicates p<0.05. (B) Total number of progeny (brood size, mean ± SEM) at 20°C was counted for individual WT (n = 11), *ets-4(ok165)* (n = 16) and *ets-4(uz1)* (n = 18) worms. (C) The number of eggs laid (mean ± SEM) during each day of the egg-laying period for WT, *ets-4(ok165)*, and *ets-4(uz1)* worms at 20°C (* indicates p<0.001).

Considering a post-developmental role for *ets-4*, we monitored the adult life span of *ets-4(ok165)* worms. Because different laboratory strains of *C. elegans* can have significantly different life spans [26], we compared the life spans of *ets-4(ok165)* animals with those of isogenic *ets-4(+)* controls obtained by outcrossing *ets-4(ok165)* to the wild-type (N2) strain. Age-matched wild-type or *ets-4(ok165)* L4 stage larvae were picked and the first day of adulthood counted as day one. At 25°C, the mean adult life span of *ets-4(ok165)* worms (18.0±0.4 days) was significantly longer than that of isogenic *ets-4(+)* wild-type worms (13.3±0.6 days) (Figure 3A and Table 1). Thus, loss of *ets-4* led to a significantly longer mean adult life span compared to wild-type worms at 25°C (Figure 3A, Table 1 and Table S1). Since growth temperature strongly influences *C. elegans* longevity [27], the life span of *ets-4(ok165)* animals was also monitored at 20°C. The mean adult life span of *ets-4(ok165)* animals at 20°C (27.1±0.8 days) was significantly longer than that of isogenic *ets-4(+)* wild-type worms (15.4±0.6 days), confirming the extended life span phenotype of *ets-4* null mutant animals (Figure 3B and Table 1). Because feeding defective (*eat*) mutant animals are also slow-growing and long-lived [6], [28], the feeding behavior of *ets-4(ok165)* was examined by recording the pharyngeal pumping and defecation rates. Under well-fed conditions, the feeding behavior of *ets-4(ok165)* worms was indistinguishable from that of wild-type animals (Figure S2). Thus, ETS-4 regulates life span without modifying feeding behavior.

**Figure 3:**
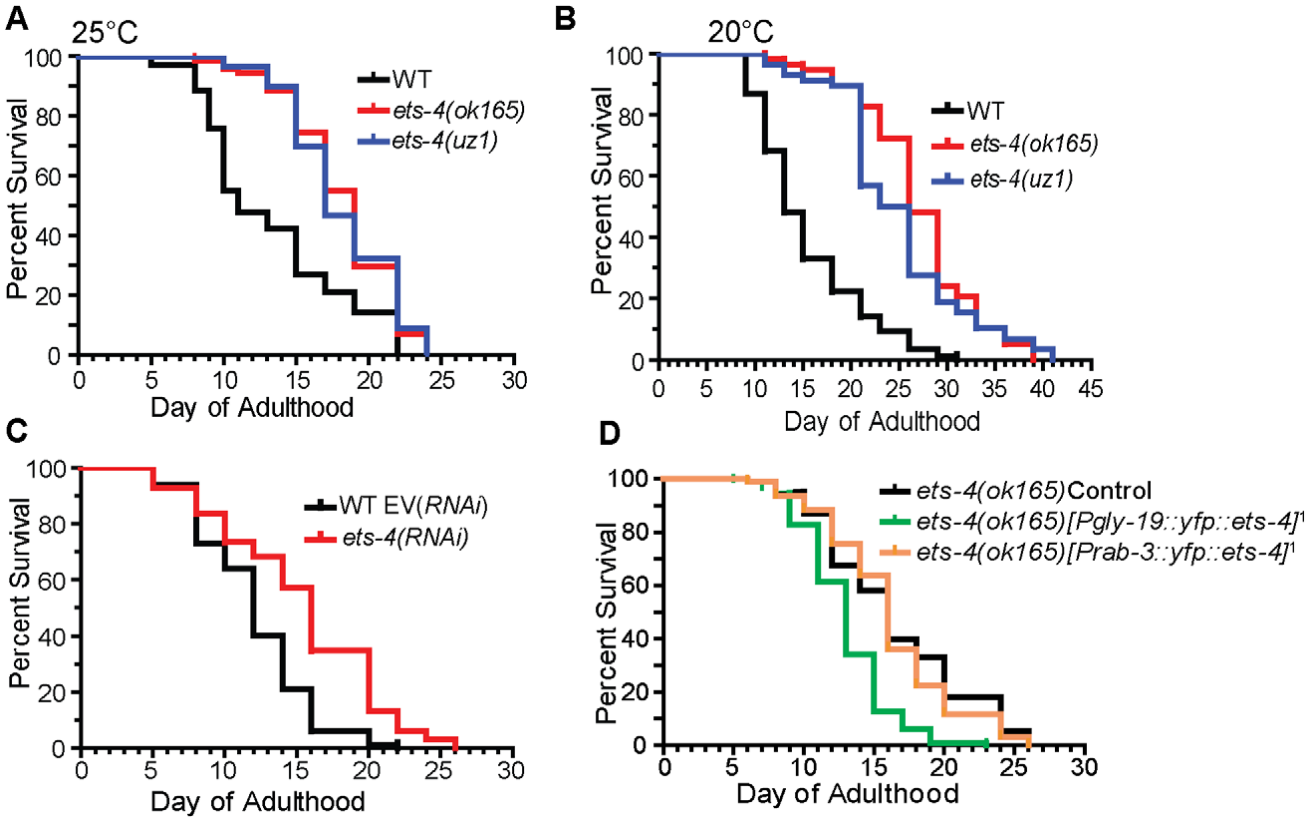
ETS-4 regulates *C. elegans* life span. Survival curves from life span experiments. See Table 1 and Table S1 for data from additional trials, mean life span and statistical analyses. (A) Survival curves of wild-type (WT), *ets-4(ok165)* and *ets-4(uz1)* worms at 25°C. (B) Survival curves of wild-type (WT), *ets-4(ok165)* and *ets-4(uz1)* worms at 20°C. (C) Survival curves for wild-type (WT) worms grown at 25°C and subjected to *ets-4(RNAi)* or an empty vector (EV) control RNAi starting at the L4 stage. (D) Survival curves of *ets-4(ok165)* transgenic animals with tissue-specific expression of *ets-4* in intestinal cells, *ets-4(ok165);[Pgly-19::yfp::ets-4]* ^1^, or in neurons, *ets-4(ok165);[Prab-3::yfp::ets-4]* ^1^. ^1^refers to one of the two independent transgenic lines generated. Injection control strain indicated as *ets-4(ok165)* Control.

**Table 1:** Summary of Life Span Analysis for *ets-4(ok165)* and *ets-4(uz1)* Worms^a^.

Genotype^b^	Mean Life Span±SEM^b^ (Days)	N^b^,^c^	p-value^b^ Vs WT controls	Vs Strain^b^	p-value^b^
WT d	13.3±0.6	71			
*ets-4(ok165)*	18.0±0.4	71	<0.0001		
*ets-4(uz1)*	18.2±0.4	90	<0.0001		
WT 20°C	15.4±0.6	85			
*ets-4(ok165)* 20°C	27.1±0.8	78	<0.0001		
*ets-4(uz1)* 20°C	25.0±0.9	68	<0.0001		
WT EV(*RNAi*)^e^	12.0±0.4	100			
*ets-4(RNAi)*	15.3±0.6	98	<0.0001		
WT EV(*RNAi*)	10.0±0.2	39			
*ets-4(ok165)* EV(*RNAi*)	11.6±0.2	64	<0.0001		
*daf-16(RNAi)*	8.4±0.1	62	<0.0001		
*daf-16(RNAi); ets-4(ok165)*	8.4±0.1	63	<0.0001	*ets-4(ok165)*EV(*RNAi*)	<0.0001
				*daf-16(RNAi)*	0.85(ns)^f^
WT EV(*RNAi*)	13.3±0.5	96			
*ets-4(ok165)* EV(*RNAi*)	16.7±0.6	82	<0.0001		
*daf-2(RNAi)*	22.4±1.4	90	<0.0001		
*daf-2(RNAi); ets-4(ok165)*	29.0±1.6	51	<0.0001	*ets-4(ok165)* EV(*RNAi*)	<0.0001
				*daf-2(RNAi)*	<0.0001
*akt-1/2(RNAi)*	20.4±1.0	65	<0.0001		
*akt-1/2(RNAi); ets-4(ok165)*	24.6±1.0	79	<0.0001	*ets-4(ok165)* EV(*RNAi*)	<0.0001
				*akt-1/2(RNAi)*	<0.0001
WT	11.4±0.3	102			
*ets-4(ok165)*	18.6±0.5	90	<0.0001		
*ets-4(ok165)* Control^g^	16.5±0.5	93			
*ets-4(ok165)[Pgly-19::yfp::ets-4]* 1	12.9±0.3	111		*ets-4(ok165)* Control	<0.0001
*ets-4(ok165)[Pgly-19::yfp::ets-4]* 2	14.4±0.4	90		*ets-4(ok165)* Control	<0.0001
*ets-4(ok165)[Prab-3::yfp::ets-4]* 1	16.1±0.5	94		*ets-4(ok165)* Control	0.42(ns)
*ets-4(ok165)[Prab-3::yfp::ets-4]* 2	17.3±0.6	65		*ets-4(ok165)* Control	0.35(ns)

a Independent repeats of each life span experiment were performed. Data from representative experiments are shown. Data from repeats are shown in Table S1.

b Life span data sets within each panel of this table were done in parallel and statistical analyses was done within the data set.

c Number of worms scored.

d WT refers to wild-type.

e EV refers to empty vector.

f ns indicates p-values>0.05 that were not considered significant.

g *ets-4(ok165)* Control refers to injection control strain. Strain details in Text S1.

1,2 Refer to different independent lines.

To further characterize the role of *ets-4* in life span regulation, we initiated *ets-4* inactivation by RNAi at the L4 larval stage to bypass potential earlier developmental roles [29]. Similar to the long-lived phenotype of *ets-4(ok165)* mutant animals, *ets-4(RNAi)* on wild-type worms resulted in significant extension of mean adult life span (Figure 3C and Table 1). These data suggest that *ets-4* functions post-developmentally in regulation of adult life span.

We generated a second deletion allele of *ets-4*, *uz1*, which removes sequences coding for most of the ETS domain and the 3′UTR, but retains the PNT domain coding sequence (Figure 1A and 1C). An abridged *ets-4* mRNA that could encode a truncated protein was detected in *ets-4(uz1)* worms (Figure 1B). Similar to the *ets-4(ok165)* worms, we observed slow larval growth, altered progeny production and extended life span phenotypes in *ets-4(uz1)* mutant animals (Figure 2, Figure 3A and 3B). Thus, examination of this second *ets-4* deletion allele corroborated the loss-of-function phenotypes observed in *ets-4(ok165)* mutant animals and enabled further use of this allele. However, *ets-4(uz1)* worms exhibited several unique phenotypes not observed in *ets-4(ok165)* worms including ruptured vulva, distorted seam cell syncytia and broken alae (data not shown). We speculate that these added effects are likely due to the interfering activity of the truncated ETS-4 encoded by the *uz1* allele that would lack the ability to bind to ETS-4 target genes and yet, may interact with various protein partners through the PNT domain. Therefore, the additional phenotypes associated with the *ets-4(uz1)* allele may be involved with, but not necessarily restricted to, normal ETS-4 function and were not studied further. Nevertheless, analyses of two distinct deletion alleles of *ets-4* enabled the identification of *ets-4* loss-of-function phenotypes.

### Tissues That Control Life Span Express *ets-4*

To better understand how ETS-4 regulates life span, we sought to identify the tissues in which ETS-4 functions. GFP reporter constructs containing 5 kb of the *ets-4* promoter alone (*Pets-4::gfp*) or including the genomic DNA coding for ETS-4 (*ets-4::gfp*) were used to generate several independent transgenic lines. Robust GFP expression for both constructs was observed in the intestinal cells of transgenic worms starting at the 3-fold embryonic stage and was maintained through larval development and in the adult (Figure 4A and 4B). GFP expression was also seen in several cells of the anterior and posterior bulbs of the pharynx and in seam cells (Figure 4B, 4C and 4D). Lastly, *ets-4* expression was observed in a few unidentified cells of the vulva, hypodermal nuclei, several unidentified neurons, labial socket cells of the head, and a few cells of the rectum (data not shown). Thus, these results expanded the observations made in previous studies using shorter regions of the *ets-4* promoter in GFP constructs [30]–[32] and demonstrated *ets-4* expression in the intestine and neurons, key tissues known to regulate longevity in worms [33]–[35].

**Figure 4:**
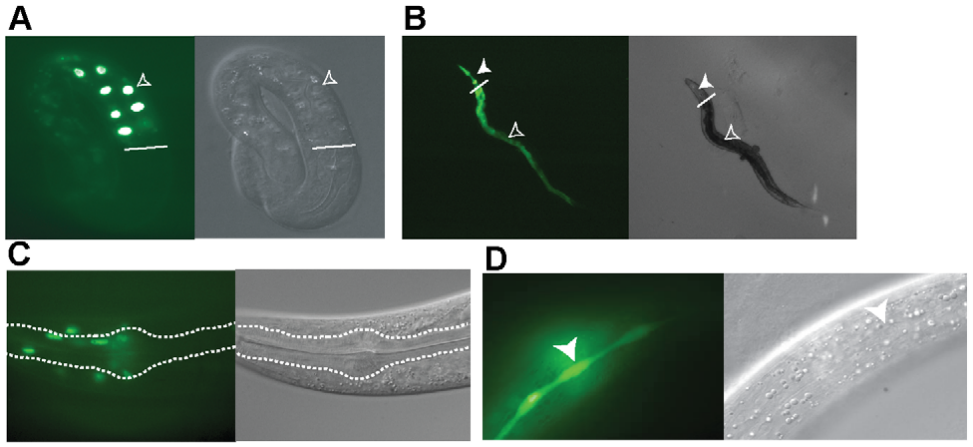
Expression pattern of *ets-4*. Transgenic worms expressing the *Pets-4::gfp* promoter fusion (B and D) or the *ets-4::gfp* promoter and open reading frame construct (A and C) are shown. Differential interference contrast (DIC) and fluorescence images were visualized using a Zeiss Axioskop 2 microscope. (A) GFP expression in the intestinal cells of a 3-fold stage embryo (open arrowhead). White line indicates start of the intestine. (B) GFP expression in the intestinal (open arrowhead) and pharyngeal (filled arrowhead) cells. White line indicates the demarcation between the pharynx and intestine. (C) GFP expression in the cells in and around the pharynx of an adult worm. The procorpus, metacarpus and part of the isthmus are outlined. (D) GFP expression in the seam cell syncytium (filled arrowhead) of an adult worm.

### ETS-4 Functions in the Intestine to Regulate Life Span

Studies in mammals, flies and worms have identified subsets of cells, including adipose, intestinal and neuronal tissues, that affect the rate of aging of the entire organism [33]–[40]. To identify cell types in which ETS-4 functions to modulate life span, a transgene encoding a YFP::ETS-4 fusion was expressed in intestinal cells or neurons of *ets-4(ok165)* worms by use of the *gly-19* or *rab-3* promoters, respectively [35], [41], [42]. Analysis of at least two independent transgenic lines showed that YFP::ETS-4 expressed in intestinal cells restored the life span of *ets-4(ok165)* worms to wild-type (Figure 3D, Table 1 and Table S1). In contrast, the extended life span phenotype of *ets-4(ok165)* worms was not affected by YFP::ETS-4 expression in neurons (Figure 3D, Table 1 and Table S1). Additionally, YFP::ETS-4 expression in either cell type did not rescue the altered egg-laying rate phenotype of *ets-4(ok165)* worms, indicating that the longevity and egg-laying phenotypes were separable (Figure S3). Animals expressing YFP::ETS-4 had wild-type brood sizes, suggesting normal fecundity and fitness (Figure S3). Moreover, because the life span of rescued lines was not shortened beyond wild-type controls, we concluded that YFP::ETS-4 fusion was not toxic in these tissues (Table 1). In summary, ETS-4 functions in the intestine to modulate life span.

### ETS-4 Regulated Genes

Because ETS-4 is implicated to be a transcription factor, a role in life span determination predicts a set of ETS-4 target genes that function in aging. We took advantage of the two distinct strains with a disrupted *ets-4* locus to investigate effects on gene expression. 

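The signal of the *ets-4* probe was lower in both mutant strains on every array, with log2 ratios of mutant over wild type of −3.59, −2.80 and −2.72 in *ets-4(ok165)* larvae and −3.18, −3.08 and −2.84 in *ets-4(uz1)* larvae. Where the *ets-4* probe lies relative to the deleted sequences was not determined here, so these ratios do not distinguish a lost probe target from a lower transcript level. The values come from 6 *C. elegans* 22K arrays (Agilent), each hybridized with Cy5-labeled cDNA of 1 mutant strain and Cy3-labeled cDNA of wild-type N2 worms, all late L4 larvae. *ets-4(ok165)*, which lacks the coding sequences of the ETS and PNT domains, was on 3 arrays and *ets-4(uz1)*, which lacks most of the ETS domain, was on the other 3, described in the methods as independent repeats. Each array held 22562 spots, of which 21482 were not controls. The wild-type Cy3 signal was well above background at 68.5% to 72.9% of the non-control spots and the mutant Cy5 signal at 72.8% to 85.4%, and the number of arrays limits the precision of each value. The authors' log10 ratios, background-subtracted and lowess-normalized within each array by Agilent Feature Extraction, were converted to log2 ratios. Spots flagged as outliers were left out, the spots of a probe were averaged, and a gene was kept when its signal was well above background in either channel on at least 3 of the 6 arrays. This left 14760 genes, each represented by its brightest probe, and limma fitted all 6 arrays together with Benjamini-Hochberg adjusted p-values. Rank Products, the test named in the methods, was run beside limma without the signal filter and with flagged spots kept. It took the brightest probe of each gene and the probes without a gene name. Wild-type cDNA carried Cy3 on every array, so a gene's dye effect adds to each ratio and cancels only in the difference between the 2 mutant strains. Arrays with the same number deviated together from the mean of their strain (r = 0.513, 0.686 and 0.291 across genes, which are not independent replicates), so a fit with the array number as a block was made as well. On simulated data that blocked fit gave 127 false calls among 321 for *ets-4(ok165)* and 184 among 580 for *ets-4(uz1)*, against 9 among 208 for the difference between the strains.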

We chose late L4 stage larvae because of ease in staging and relevance to adult intestine function. 

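In *ets-4(ok165)* larvae *asp-12* (F21F8.4), an aspartyl protease gene, was 18.4-fold lower than in wild type (log2 ratio −4.20 ± 0.21, SD, n = 3 arrays, adjusted p = 4.38e-04 from limma). *F56A4.3* was 17.2-fold lower (−4.10 ± 0.48, adjusted p = 0.00773 from limma) and *fbxa-193*, an F-box protein gene, 8.78-fold lower (−3.13 ± 0.38, adjusted p = 0.0121). *ech-9* (F01G10.3), which encodes an enoyl-CoA hydratase, fell 10.7-fold (−3.41 ± 0.62, adjusted p = 0.00648), and *haf-6*, an ABC half-transporter gene, fell 4.98-fold (−2.32 ± 0.13). The yolk protein genes *vit-3*, *vit-4* and *vit-5* and the deleted gene itself fell as well, and the chemoreceptor gene *srd-61* was at least 1.26-fold lower, a lower limit because its mutant signal was not well above background. *lys-7* (C02A12.4), a lysozyme gene of the innate immune response, rose 5.52-fold (2.47 ± 0.72, adjusted p = 0.0350 from limma and 0.0520 with the array number as a block). *sams-1*, an S-adenosylmethionine synthetase gene, rose 3.73-fold (1.90 ± 0.50, with a wild-type signal well above background on 2 of the 3 arrays). *pho-8* (R13H4.3), an acid phosphatase gene, rose 2.69-fold (1.43 ± 0.10, adjusted p = 0.0306), and *T14E8.2* was at least 1.59-fold higher. These were the 14 genes that changed at an adjusted p under 0.05 in limma, 10 lower and 4 higher. Each had the same sign on all 3 arrays, which selection by this test favors. The homeobox gene *ceh-60* (F22A3.4), which neighbors *ets-4*, had a log2 ratio of −1.68 ± 0.89 and did not pass (adjusted p = 0.313 from limma, 0.0415 with the array number as a block). At an unadjusted p under 0.05 there were 1201 genes, 533 lower and 668 higher. Rank Products called 125 genes, 79 lower and 46 higher, and these included all 14. With the array number as a block limma called 50 genes, 34 lower and 16 higher, and without any single array the joint fit called between 1 and 5.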

Microarray-based expression profiling of wild-type and *ets-4(ok165)* larvae identified 145 genes whose expression was altered with 88 genes down-regulated 2.2 fold or more (Table S2). qRT-PCR analyses in age-matched, one-day old adults confirmed the differential expression observed for nine out of nine genes selected randomly from the top-thirty changed genes (Figure S4). 

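In *ets-4(uz1)* larvae *far-3* (F15B9.1), a fatty acid and retinol binding protein gene, was 16.1-fold higher than in wild type (log2 ratio 4.01 ± 0.24, SD, n = 3 arrays, adjusted p = 8.89e-04 from limma). Genes of epidermal antimicrobial peptides rose, among them the caenacin gene *cnc-7* (log2 ratio 3.19 ± 1.06, adjusted p = 0.0180 from limma), the fungus-induced *fip-1* (7.09-fold, adjusted p = 8.89e-04), *fipr-24* (6.23-fold) and *nlp-31* (6.00-fold, 2.59 ± 0.54). Some collagen genes of the cuticle fell, with *col-19*, a marker of the adult cuticle, 9.50-fold lower (−3.25 ± 0.31, adjusted p = 0.00747 from limma), *col-9* 8.81-fold and *col-8* 6.30-fold lower. The C-type lectin genes, many of them induced by pathogens, changed both ways, *clec-17* rising 9.72-fold and *clec-70*, with a mutant signal well above background on 1 of the 3 arrays, falling. *F36H12.13* fell as well (−4.48 ± 0.30, adjusted p = 8.87e-04 from limma), by an amount that is uncertain because its mutant signal was well above background on 1 of the 3 arrays, and *F48C1.8* rose 14.1-fold (3.82 ± 0.24). The MATH domain genes *math-10* and *math-14* fell 5.87-fold and 5.76-fold. Of 62 antimicrobial peptide genes 10 rose and 4 fell (20 and 11 adjusted over the list alone), of 152 collagen genes 6 rose and 14 fell (14 and 19), and of 137 C-type lectin genes 5 rose and 8 fell (8 and 12). These counts became, with the array number as a block, 19 and 16, 20 and 21, and 11 and 29. As whole lists none of the 3 moved by camera in this strain (adjusted p = 0.0725, 0.0578 and 0.101, the last 0.0442 with the array number as a block). None of them passed with an estimated correlation in the fit without the block. In all 522 of the 14760 genes changed at an adjusted p under 0.05 in limma, 197 lower and 325 higher. Each had the same sign on all 3 arrays, which selection by this test favors. Of these 522 genes the direct test between the strains called 20 different (60 with the array number as a block). Rank Products called 525 genes, 218 lower and 307 higher, 342 of which limma called too. With the array number as a block limma called 2267 genes, 1209 lower and 1058 higher, and without any single array between 60 and 96. Across genes the arrays of *ets-4(uz1)* correlated with each other at 0.397 to 0.537 and those of *ets-4(ok165)* at 0.118 to 0.344. Array 3 of *ets-4(ok165)* had the narrowest spread of log2 ratios (SD 0.329). The larger count in *ets-4(uz1)* larvae may therefore also reflect how well the arrays agree, which was not separated.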

As predicted by the broader phenotypic consequences observed in *ets-4(uz1)* worms, more genes (542) displayed altered expression in these animals than in *ets-4(ok165)* worms (Table S3). qRT-PCR controls in age-matched, 1-day old *ets-4(uz1)* and wild-type adult worms confirmed the expression changes observed for eight out of eight genes (Figure S4).

Because animals carrying either *ets-4* deletion displayed similar life span extension, we predicted that the genes overlapping in these data sets would be enriched for aging effectors. 

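The aspartyl protease gene *asp-12*, the β-oxidation gene *ech-9*, the yolk protein genes *vit-3*, *vit-4* and *vit-5* and *ets-4* itself were lower in both strains, and the lysozyme gene *lys-7* and the acid phosphatase gene *pho-8* were higher in both, each at an adjusted p under 0.05 in limma. Of these calls limma with the array number as a block lost that of *lys-7* in *ets-4(ok165)* larvae (adjusted p = 0.0520). In *ets-4(uz1)* larvae *asp-12* was 17.9-fold lower (log2 ratio −4.16 ± 0.25, SD, n = 3 arrays), *ech-9* 15.2-fold lower (−3.93 ± 0.042) and *pho-8* 2.45-fold higher (1.30 ± 0.17). The mutant signal of *ech-9* was well above background on 2 of these 3 arrays, so the size of its decrease is less certain. Of the genes in Table S4 other than *ets-4*, 68 were measured, 32 lower in both strains, 26 higher in both and 10 opposite. *cnc-2* (R09B5.3), a caenacin gene, had a log2 ratio of −1.59 ± 0.95 in *ets-4(ok165)* larvae without passing (adjusted p = 0.529 from limma) and rose 7.66-fold in *ets-4(uz1)* larvae (adjusted p = 0.0283). *far-3* had a ratio of −1.14 ± 0.63 in *ets-4(ok165)* larvae (adjusted p = 0.365 from limma) and differed between the strains (difference 5.15, adjusted p = 0.0127). *F56A4.3*, *C01B4.8* and *Y19D10A.4* were also lower in *ets-4(ok165)* and higher in *ets-4(uz1)* larvae, and *gtnt-17*, *gtnt-18*, *T15D6.8*, *T15D6.11* and *E03H4.4* were the reverse. Of these 10 genes limma called 8 different between the strains (all 10 with the array number as a block). The 8 genes called in both strains compare with 0.495 for independent lists (Fisher's exact test, p = 5.78e-09), and with the array number as a block there were 39, of which 11 were opposite. *ets-4*, 1 of the 8, is deleted in both strains, so its place in any overlap is no evidence of a shared effect. Both limma lists also use 1 estimate of each gene's spread, so they are not independent and this p-value may overstate the excess. Rank Products called 63 genes in both strains, 31 lower in both, 23 higher in both and 9 opposite, against 3.48 for independent lists (Fisher's exact test, p = 1.49e-64). In simulated groups without any change that kept the covariance of same-numbered arrays, Rank Products called 13.4 genes in the same direction in both strains on average and at most 20. The simulated groups held 14581 filtered genes and had fewer permutations, while the 63 come from 18873 unfiltered genes and include the opposite ones. The simulated and measured counts are therefore only roughly comparable. limma called 0 in the simulated groups, but the sign changes that made these groups bound its test statistic, so this 0 says nothing about the 8 genes. Same-numbered arrays could share wild-type RNA, and every mutant sample carried Cy5. Shared RNA or a dye effect could therefore account for part of the excess, which was not separated here.

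**Figure D1:**
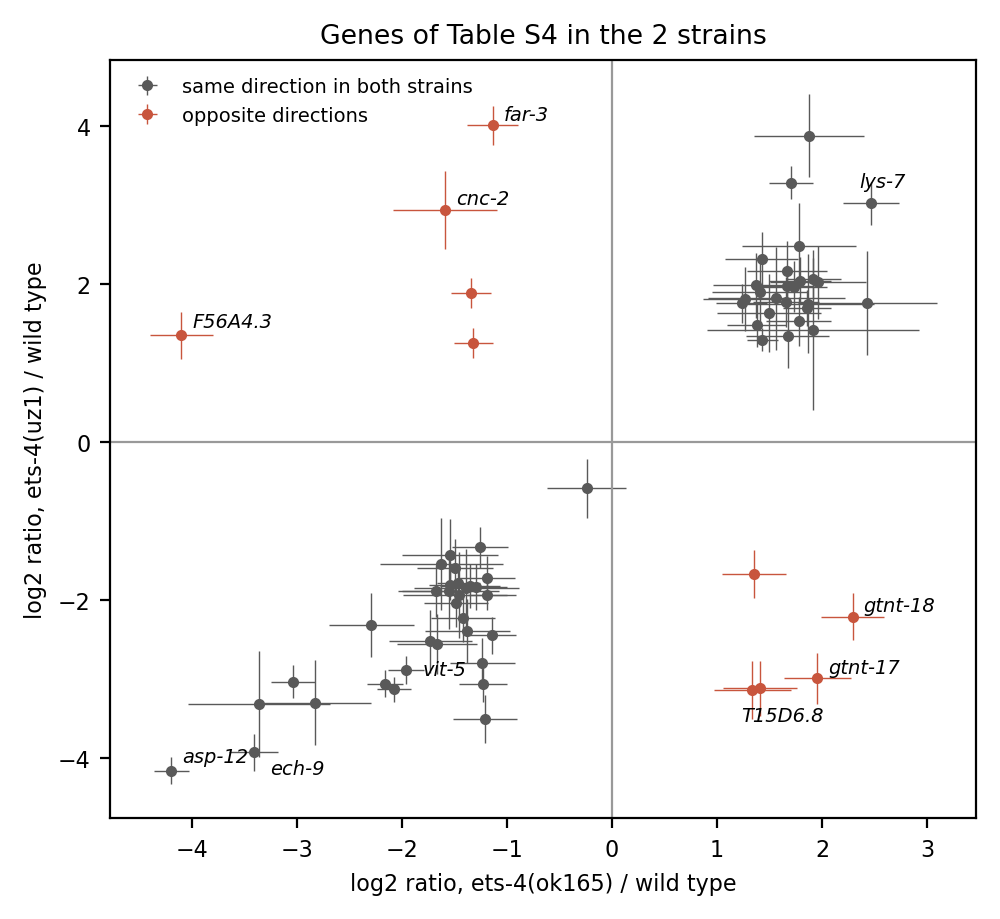
Log2 ratio of mutant over wild type in *ets-4(uz1)* larvae (y axis) against that in *ets-4(ok165)* larvae (x axis) for the genes of Table S4, each with its standard error from the fit. The 58 genes with the same sign lie to the lower left and upper right of the axes, and the 10 opposite genes, among them *far-3* and *cnc-2*, are in red.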

A statistically significant overlap of 70 genes with altered expression in *ets-4(ok165)* and *ets-4(uz1)* worms was identified (p<0.0001) (Table 2 and Table S4). To determine, in an unbiased manner, whether these 70 ETS-4-regulated genes represented a particular biological pathway, we performed gene ontology analysis using GOstat [43]. 

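The yolk protein genes, whose products carry lipid from the intestine to the oocytes, were lower than in wild type in both strains. *vit-3* (F59D8.1) was 4.48-fold lower in *ets-4(ok165)* larvae (log2 ratio −2.16 ± 0.36, SD, n = 3 arrays, adjusted p = 0.00933 from limma) and 8.33-fold lower in *ets-4(uz1)* larvae (−3.06 ± 0.045, adjusted p = 8.87e-04). *vit-4* (F59D8.2) was 4.21-fold and 8.77-fold lower (−2.07 ± 0.21 and −3.13 ± 0.21). *vit-2* (C42D8.2) was 2.28-fold lower in *ets-4(ok165)* larvae without passing the test over all genes (−1.19 ± 0.28, adjusted p = 0.160 from limma) and fell 3.82-fold in *ets-4(uz1)* larvae (−1.93 ± 0.34, adjusted p = 0.00591). Of the 6 vitellogenin genes 3 fell in *ets-4(ok165)* larvae (6 adjusted over the list alone) and all 6 fell in *ets-4(uz1)* larvae, with means over the genes of −1.496 ± 0.65 and −2.51 ± 0.62 (SD across genes). As a list they were lower than other genes by camera with a preset correlation of 0.01 (adjusted p = 3.34e-12 and 1.17e-11), and adjusted p = 0.0971 with an estimated correlation in both strains, while fry, which tests the list against no change and not against other genes, gave adjusted p = 8.60e-04 and 2.60e-04. Thaumatin genes, which encode relatives of plant antifungal proteins, were higher. *thn-2* (F28D1.5) rose 3.92-fold in *ets-4(uz1)* larvae (1.97 ± 0.55, adjusted p = 0.0160 from limma) and had a ratio of 1.66 ± 0.50 in *ets-4(ok165)* larvae (adjusted p = 0.158, 0.0177 with the array number as a block). Of the 4 thaumatin genes 3 rose in *ets-4(uz1)* larvae and, by limma, 0 in *ets-4(ok165)* larvae (4 and 4 with the array number as a block; in *ets-4(ok165)* larvae 4 adjusted over the list alone, 4 at an unadjusted p under 0.05, 4 by Rank Products), with means over the genes of 1.93 ± 0.11 and 1.75 ± 0.14. Their list test gave adjusted p = 3.00e-07 in *ets-4(ok165)* and 1.09e-04 in *ets-4(uz1)* larvae by camera, and adjusted p = 0.729 and 0.823 with an estimated correlation. The study chose these genes on the same arrays, so the counts over a list alone are not independent evidence. The signal filter could also keep a dim gene through its mutant signal, which favors raised genes among the thaumatins measured.

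**Figure D2:**
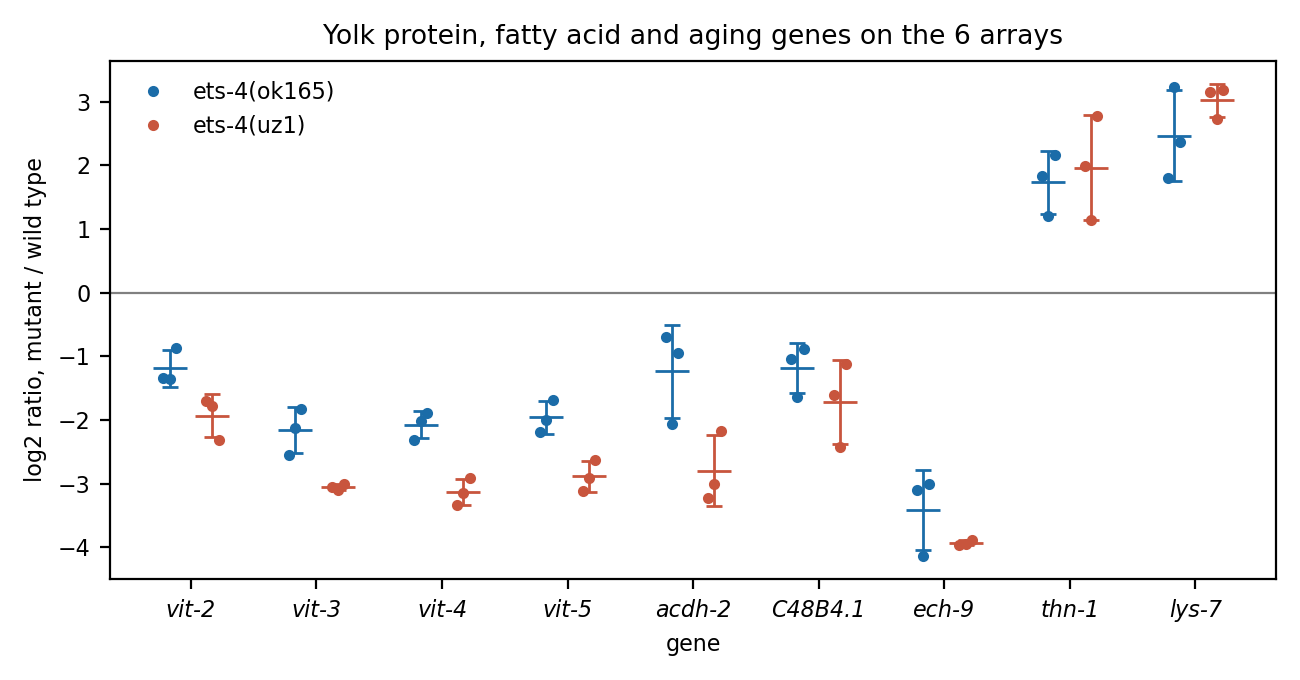
Log2 ratio of mutant over wild type (y axis) of yolk protein, fatty acid and aging genes on the 3 *ets-4(ok165)* arrays (blue) and the 3 *ets-4(uz1)* arrays (red), with 1 point per array and bars for the mean and SD. The yolk protein and fatty acid genes lie below 0 on all 6 arrays, and *thn-1* and *lys-7* lie above 0.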

The top five overrepresented categories yielded by this analysis include lipid transport (*vit-2, vit-3*, *vit-4*, and *vit-5*), multicellular organismal aging (*vit-5*, *vit-2*, *thn-1*, and *lys-7*) and fatty acid metabolic process (*acdh-2*, *ech-9*, and *C48B4.1*) (Table 3). Five control gene lists of the same size generated randomly from genes represented on the expression arrays did not show these classes to be overrepresented.

**Table 2:** Comparison of Genes Altered in *ets-4* Mutant Worms to Other Published Gene Lists.

Data Set-A	Data Set-B	Percent Overlap^a^	p-value^b^
*ets-4(uz1)* e	*ets-4(ok165)* e	48%	<0.0001^c^
Aging genes^g^	ETS-4-regulated^e^,^f^	24%	<0.0001^c^
*daf-16* genes^h^	ETS-4-regulated^e^, ^f^	20%	<0.0001^c^
*skn-1* genes^i^	ETS-4-regulated^e^, ^f^	0%	NS^d^
Intestine enriched genes^j^	ETS-4-regulated^e^ ^f^	14%	<0.0001^c^
Pharynx enriched genes^k^	ETS-4-regulated^e^, ^f^	1%	NS^d^
Muscle enriched genes^l^	ETS-4-regulated^e^, ^f^	0%	NS^d^
Germ-line enriched genes^m^	ETS-4-regulated^e^, ^f^	0%	NS^d^
Neuron enriched genes^n^	ETS-4-regulated^e^, ^f^	3%	NS^d^

a Percent of data set-B that overlaps with data set-A.

b p-values generated from unpaired two-tailed t-test.

c ψ^2^ analysis yielded statistically significant values for these pair-wise comparisons.

d Not significant, NS. p-values>0.05 were not listed.

e Data from this study.

f 70 genes with altered expression in *ets-4(ok165)* and *ets-4(uz1)* worms relative to wild-type worms.

g Budovskaya et al, 2008;

h Murphy et al, 2003;

i Park et al, 2009;

j Pauli et al, 2006;

k Gaudet et al, 2002;

l Roy et al, 2002;

m Reinke et al, 2000;

n Watson et al, 2008.

**Table 3:** Top Five Overrepresented Ontology Terms of ETS-4-Regulated Genes^a^.

Gene Ontology Term	Percentage^b^	p-value^c^
Lipid transport	5.7%	2.3×10^−7^
Multicellular organismal aging^d^	5.7%	2.1×10^−3^
Determination of adult lifespan^d^	5.7%	2.1×10^−3^
Acyl-CoA dehydrogenase activity	2.9%	2.3×10^−3^
Fatty acid metabolic process	2.9%	5.5×10^−3^

a 70 genes with altered expression in *ets-4(ok165)* and *ets-4(uz1)* worms relative to wild-type worms.

b Percentage of ETS-4-regulated genes that fit the gene ontology term.

**^c^**p-values were generated by GOstat (Beissbarth et al, 2004).

d These ontology terms represent the same set of genes.

Restoration of ETS-4 function in the intestine rescued life span of *ets-4* null worms to wild-type (Figure 3D and Table 1). To test whether ETS-4-regulated genes were biased towards expression in a particular cell type, we compared our microarray data set to tissue-specific expression data from previous studies. Strikingly, the ETS-4-regulated gene list was significantly (p<0.0001) enriched only with intestinal genes [44], and not with germ-line [45], muscle [46], pharyngeal [47] or neuronal genes [48] (Table 2). This result did not vary when down- or up-regulated gene sets in the *ets-4* mutant animals were analyzed separately for enrichment of cell-type specific gene expression (data not shown). Thus, the molecular signature of ETS-4, identified by gene expression profiling, substantiates a role for *ets-4* in the intestine.

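Markers of the intestine, such as the esterase gene *ges-1* and the GATA factor gene *elt-2*, had a mean log2 ratio of −0.47 ± 0.34 (SD across 16 genes) in *ets-4(uz1)* larvae and −0.10 ± 0.26 in *ets-4(ok165)* larvae (camera adjusted p = 0.493 in the latter). Body wall muscle markers, such as the myosin gene *unc-54*, had 0.32 ± 0.35 in *ets-4(uz1)* larvae (10 genes) and 0.042 in *ets-4(ok165)* larvae (camera adjusted p = 0.698 in the latter and 0.0578 for the difference, 0.0315 with the array number as a block). Pharynx markers, such as the myosin gene *myo-2*, had 0.64 ± 0.29 in *ets-4(ok165)* larvae (15 genes; 0.31 without array 2) and 0.044 in *ets-4(uz1)* larvae (adjusted p = 0.925). Neuron markers had 0.11 ± 0.15 and −0.049 (42 genes, adjusted p = 0.625 in *ets-4(uz1)* larvae). In the germ line, oocyte genes had a mean of −0.38 ± 0.18 in *ets-4(ok165)* larvae and 0.48 ± 0.49 in *ets-4(uz1)* larvae (20 genes), and major sperm protein genes −0.34 ± 0.26 and 0.22 ± 0.19 (26 genes). The germ line decreases in *ets-4(ok165)* larvae rested on array 1, since without it the mean was −0.017 for oocyte and 0.051 for sperm genes (without array 2 −0.58 and −0.62). In *ets-4(uz1)* larvae the oocyte increase was absent on array 3 (−0.18), and the list did not pass without array 1 or 2 (0.35 and 0.29) while its mean was 0.81 without array 3. Other lists that did not pass without 1 array were the intestine markers in *ets-4(uz1)* larvae without array 2 (−0.17), the muscle markers there without array 1 or 2 (0.31 and 0.24) and the neuron markers in *ets-4(ok165)* larvae without array 2 or 3 (0.084 and 0.092). Early embryo genes did not move as a list (−0.014 and −0.088, adjusted p = 0.892 and 0.579). By camera the adjusted p was 6.56e-04 for intestine and 0.0418 for muscle in *ets-4(uz1)* larvae, and 1.54e-06 for pharynx and 0.0101 for neurons in *ets-4(ok165)* larvae. With an estimated correlation these became adjusted p = 0.829, 0.829, 0.823 and 0.829. The oocyte lists had adjusted p = 9.18e-04 in *ets-4(ok165)* and 0.00315 in *ets-4(uz1)* larvae and the sperm list 9.18e-04 in *ets-4(ok165)* larvae, or adjusted p = 0.843, 0.923 and 0.923 with an estimated correlation. No single gene of these 7 lists passed limma's test in either strain, although of the intestine markers 4 in *ets-4(uz1)* and 0 in *ets-4(ok165)* larvae had an unadjusted p under 0.05 and Rank Products called 0 and 0. limma called, with the array number as a block and all in *ets-4(uz1)* larvae, 5 intestine markers lower, 4 muscle markers higher, 1 pharynx marker higher, 2 neuron markers higher and 2 lower, and 1 early embryo gene lower. None of the genes in Table S4 was among these markers, while the intestinal yolk protein genes gave 4 of the 6 measured and the thaumatin genes 4 of 4. The marker lists are short and are not the published sets that the paper compared, so the absence says little. The yolk protein and thaumatin lists were chosen after the paper's tables had been read, so their counts are not independent evidence. A dim gene also counted as measured through its mutant signal, as *thn-3* did. The filter thus favored raised members, and dim members that did not rise would be absent from the thaumatin count.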

Lipid storage and metabolism have been linked to longevity regulation [36], [39], [40], [49] Also, expression of yolk protein genes (*vit* genes) and genes regulating fatty acid β-oxidation, such as an acyl-CoA dehydrogenase (*acdh-2*), an acyl-CoA oxidase (*C48B4.1*) and an enoyl*-*CoA hydratase (*ech-9*), were down-regulated in *ets-4* mutant animals (Table S4). Thus, to explore a possible mechanism for life span regulation by ETS-4, we examined lipid levels in *ets-4* null mutant animals. 

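*acdh-2* (C17C3.12), the acyl-CoA dehydrogenase gene, fell 6.94-fold in *ets-4(uz1)* larvae (log2 ratio −2.80 ± 0.55, SD, n = 3 arrays, adjusted p = 0.00907 from limma) and was 2.36-fold lower in *ets-4(ok165)* larvae without passing (−1.24 ± 0.73, adjusted p = 0.434). *C48B4.1* (*acox-1.5*), the acyl-CoA oxidase gene, fell 3.29-fold in *ets-4(uz1)* larvae (−1.72 ± 0.66, adjusted p = 0.0241 from limma) and had a ratio of −1.19 ± 0.39 in *ets-4(ok165)* larvae (adjusted p = 0.376). *acdh-9*, another acyl-CoA dehydrogenase gene, fell 1.79-fold in *ets-4(uz1)* larvae (adjusted p = 0.0396 from limma) and had a ratio of −0.31 ± 0.16 in *ets-4(ok165)* larvae (adjusted p = 0.664). Of the 37 genes measured for fatty acid β-oxidation limma called *ech-9* lower in both strains and Rank Products called *acdh-2*, *C48B4.1* and *ech-9* lower in both, and by limma 4 fell in *ets-4(uz1)* larvae (4 adjusted over the list alone, 8 with the array number as a block). The mean over the list was −0.24 ± 0.66 (SD across genes) in *ets-4(ok165)* larvae (camera adjusted p = 0.123; −0.073, −0.53 and −0.079 on arrays 1, 2 and 3) and −0.42 ± 0.82 in *ets-4(uz1)* larvae (adjusted p = 9.18e-04, adjusted p = 0.829 with an estimated correlation, and −0.30 without array 2, where the list did not pass). Among the yolk protein genes, *vit-6* (K07H8.6) fell 5.22-fold in *ets-4(uz1)* larvae (−2.38 ± 0.75, adjusted p = 0.0130 from limma) and had a ratio of −0.86 ± 0.45 in *ets-4(ok165)* larvae (adjusted p = 0.583), and *vit-1* had ratios of −1.64 (adjusted p = 0.0160) and −0.73 (adjusted p = 0.520). Fatty acid synthesis and desaturation genes did not move as a list, with means of −0.071 ± 0.58 and −0.18 ± 0.42 over 16 genes (camera adjusted p = 0.983 and 0.175). None of these passed limma's test (1 rose and 1 fell in *ets-4(uz1)* larvae with the block), with 3 in *ets-4(ok165)* and 5 in *ets-4(uz1)* larvae at an unadjusted p under 0.05 and 1 and 0 called by Rank Products. The stearoyl-CoA desaturase gene *fat-7* had ratios of −1.61 ± 0.87 and −0.96 ± 0.17 (adjusted p = 0.287 and 0.143 from limma). By the paper's qRT-PCR in adults it was lower in *ets-4(ok165)* worms (Figure S4).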

Lipid extracts from synchronized, one-day old adult, wild-type and *ets-4* null mutant animals were subjected to thin-layer chromatography (TLC). The phospholipid (PL) and triacyglyceride (TAG) fractions from *ets-4(ok165)* worms visualized on TLC plates were similar to wild-type (Figure S5). The relative levels of triacylglycerol stores, as well as the fatty acid composition of phospholipid and triacylglycerol fractions, quantified by gas chromatography in age-matched, one-day old *ets-4(ok165)* adult animals, were not altered compared to wild-type worms (Figure S5). Thus, the altered expression of genes involved in lipid metabolism did not affect total lipid levels in *ets-4(ok165)* worms. Therefore, lipid homeostasis in *ets-4(ok165)* animals could likely be maintained due to the compensatory activities of other enzymes regulating fatty acid metabolism. Alternatively, lipid uptake, transport or storage in different tissues of *ets-4(ok165)* worms may be affected without an alteration in the total lipid levels within the whole organism.

Discerning the transcriptional targets of ETS-4 enabled us to ask whether ETS-4-regulated genes change expression during the course of normal aging [3]. We found that 24% of the 70 ETS-4-regulated genes were previously identified age-regulated genes (Table 2 and Table S4). This is a significantly higher overlap than that expected by random chance (p<0.0001), corroborating a function for ETS-4 in normal aging (Table 2). 

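Of the 17 genes marked as age-regulated in Table S4, 16 were measured, 9 lower in both strains and 5 higher in both, and the caenacin gene *cnc-2* and the lipid-binding protein gene *far-3* had opposite directions. *Y57G11B.5* fell 11.4-fold in *ets-4(uz1)* larvae (log2 ratio −3.51 ± 0.61, SD, n = 3 arrays, adjusted p = 0.00419 from limma) and had a ratio of −1.21 ± 0.66 in *ets-4(ok165)* larvae (adjusted p = 0.434). *spp-3*, a saposin-like peptide gene, fell 3.57-fold in *ets-4(uz1)* larvae (−1.83 ± 0.64, adjusted p = 0.0246 from limma), with −1.29 ± 0.55 in *ets-4(ok165)* larvae (adjusted p = 0.376, 0.0304 with the array number as a block). *C30G12.2* fell 4.11-fold in *ets-4(uz1)* larvae (−2.04 ± 0.57) and had a ratio of −1.49 ± 0.71 in *ets-4(ok165)* larvae (adjusted p = 0.351 from limma, 0.0237 with the block). *F55G11.4* (*mbug-1*) was higher in both, 3.24-fold in *ets-4(uz1)* larvae (1.69 ± 0.087) and 3.62-fold in *ets-4(ok165)* larvae without passing (1.86 ± 0.61, adjusted p = 0.0639 from limma). *C01G10.4* was at least 1.499-fold higher in *ets-4(uz1)* larvae, its wild-type signal not being well above background. limma called all 16 measured genes in *ets-4(uz1)* larvae and 3 in *ets-4(ok165)* larvae, the β-oxidation gene *ech-9*, the yolk protein gene *vit-5* and the lysozyme gene *lys-7* (7 in *ets-4(ok165)* larvae with the block).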

Interestingly, the GATA transcription factors ELT-3, ELT-5, and ELT-6 were shown to direct the age-regulation of a large fraction of genes that change expression with age [3]. Our data suggested that ETS-4 participated in directing the expression of a significant proportion of age-regulated genes.

To decipher whether a common set of targets exists for transcription factors that function in life span determination, we compared ETS-4-regulated genes with those that function downstream of the well-characterized insulin/IGF-1 signaling pathway. A comparison to the genes that act downstream of two components of the insulin/IGF-1 signaling pathway (*daf-2* and *daf-16*) [10] indicated a 20% overlap, which represents a significant enrichment (p<0.0001) (Table 2 and Table S4). The overlapping gene set included genes that were down-regulated as well as genes up-regulated in *ets-4(ok165)* animals (Table S4). Also, 50% of the overlapping genes were up-regulated in *daf-2* pathway mutant animals and repressed in *daf-16; daf-2* double mutant animals, while the other half displayed the opposite expression profile (Table S4) [10] Since *ets-4* and *daf-2* loss-of-function mutations cause an extended life span phenotype, we predicted that the direction of expression changes for genes involved in aging will be similar in these mutant animals. Indeed, the genes identified by our ontology analyses as functioning in multicellular organismal aging (Table 3) were either down-regulated (*vit-5* and *vit-2*) or up-regulated (*thn-1* and *lys-7*) in both *ets-4(ok165)* and *daf-2(−)* animals (Table S4) [10]. 

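Of the 14 *daf-16* genes of Table S4, 13 were measured, and 12 of them had the same direction in both strains. *vit-2*, *vit-3*, *vit-4* and *vit-5*, which are lower in *daf-2* mutants, were lower in both strains, while *pho-8* and *dct-19* of the same class were higher in both. *dct-19* (C32H11.13), with a wild-type signal well above background on 1 array per strain, rose in *ets-4(uz1)* larvae (log2 ratio 1.48 ± 0.74, SD, n = 3 arrays, adjusted p = 0.0405 from limma), with 1.38 ± 0.33 in *ets-4(ok165)* larvae (adjusted p = 0.346). Of the class that is higher in *daf-2* mutants, the lysozyme gene *lys-7*, the thaumatin genes *thn-1* and *thn-2* and the lectin gene *clec-13* were higher in both strains. *clec-13* (H16D19.1), whose wild-type signal was as dim, had ratios of 2.43 ± 1.22 and 1.76 ± 1.74 that passed in neither (adjusted p = 0.464 and 0.206 from limma, 0.0237 and 0.0103 with the array number as a block). In this class *clec-52* (B0218.8) and *F15E6.4* were lower in both, *clec-52* falling 3.50-fold in *ets-4(uz1)* larvae (−1.81 ± 0.27) with −1.55 ± 0.39 in *ets-4(ok165)* larvae (adjusted p = 0.0711 from limma, 0.0237 with the block), and *F15E6.4* falling 4.69-fold in *ets-4(uz1)* larvae (−2.23 ± 0.87). *far-3* was lower in *ets-4(ok165)* and higher in *ets-4(uz1)* larvae. limma called 12 of the 13 in *ets-4(uz1)* larvae and 5 in *ets-4(ok165)* larvae, namely *vit-3*, *vit-4*, *vit-5*, *pho-8* and *lys-7* (8 in *ets-4(ok165)* larvae with the block). Of 29 genes named for lying downstream of DAF-16 or for the infection response, 5 fell and 1 rose in *ets-4(uz1)* larvae (12 and 1 adjusted over the list alone, 12 and 2 with the block), among them *dod-23* (3.18-fold lower, −1.67 ± 0.55) and *dod-22* (2.52-fold lower, −1.34 ± 0.18). Their mean was −0.44 ± 0.80 in *ets-4(uz1)* larvae (camera adjusted p = 0.00143, adjusted p = 0.829 with an estimated correlation, and −0.23 without array 2) and −0.12 ± 0.48 in *ets-4(ok165)* larvae (adjusted p = 0.228; −0.015, −0.48 and 0.15 on arrays 1, 2 and 3). In *ets-4(ok165)* larvae limma called none of them, with 5 at an unadjusted p under 0.05 and 1 called by Rank Products.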

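*vit-5* and *vit-2*, which encode yolk proteins, were below wild type on each of the 6 arrays. The log2 ratios of *vit-5* lay between −2.19 and −1.68 on the *ets-4(ok165)* arrays and between −3.12 and −2.63 on the *ets-4(uz1)* arrays, and those of *vit-2* between −1.36 and −0.86 and between −2.32 and −1.70. *thn-1* (F28D1.3), a thaumatin gene, and *lys-7*, a lysozyme gene, both of the response to pathogens, were above wild type on each array. *thn-1* lay between 1.20 and 2.17 on the *ets-4(ok165)* arrays and between 1.14 and 2.77 on the *ets-4(uz1)* arrays, and *lys-7* between 1.80 and 3.23 and between 2.73 and 3.18. *thn-1* rose 3.90-fold in *ets-4(uz1)* larvae (SD of the log2 ratio 0.82, n = 3 arrays, adjusted p = 0.0262 from limma) and had a mean log2 ratio of 1.73 ± 0.49 in *ets-4(ok165)* larvae (adjusted p = 0.283, 0.0237 with the array number as a block). *lys-7* rose 8.11-fold in *ets-4(uz1)* larvae (SD 0.25, adjusted p = 0.00419 from limma). From the shared direction of these genes in *ets-4* and *daf-2* mutants, and from the overlaps of the 70 genes with age-regulated and *daf-16*-dependent genes, the paper concludes that ETS-4, the GATA factors and DAF-16 have a common set of transcriptional targets.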

Taken together, our analyses revealed a shared pattern of gene expression changes between in *ets-4* mutant animals, insulin/IGF-1 signaling pathway mutant animals, and aging wild-type worms. Thus, a common set of transcriptional targets for ETS-4, the GATA factors (ELT-3, ELT-5, and ELT-6), and DAF-16 exist.

### ETS-4 Functions as a Sequence-specific DNA Binding Transcription Factor

Analyzing global transcriptional changes in *ets-4* mutant animals identified a number of genes regulated by ETS-4. Direct transcriptional targets are predicted to have ETS-4 binding sites in the transcription start site (TSS)-proximal regions. As a first step towards testing this hypothesis, we characterized the DNA binding and transcriptional activity of ETS-4. We tested the binding of ETS-4 to ETS binding sites previously described, which display a 5′-GGAA/T-3′ core recognition sequence [13], [50], which is consistent with the reported motif for the vertebrate orthologue, SPDEF [51]. ETS-4, purified from a bacterial expression system, bound to ETS binding sites displaying either a GGAA or GGAT core motif with similar high affinity (K_D_∼10^-9^ M) (Figure 5A and Figure 5B). Furthermore, a wild-type, but not mutated, ETS binding site, competed with ETS-4 binding to the labeled DNA (Figure 5C). These results indicated that ETS-4 bound to consensus ETS sites in a sequence-specific manner.

**Figure 5:**
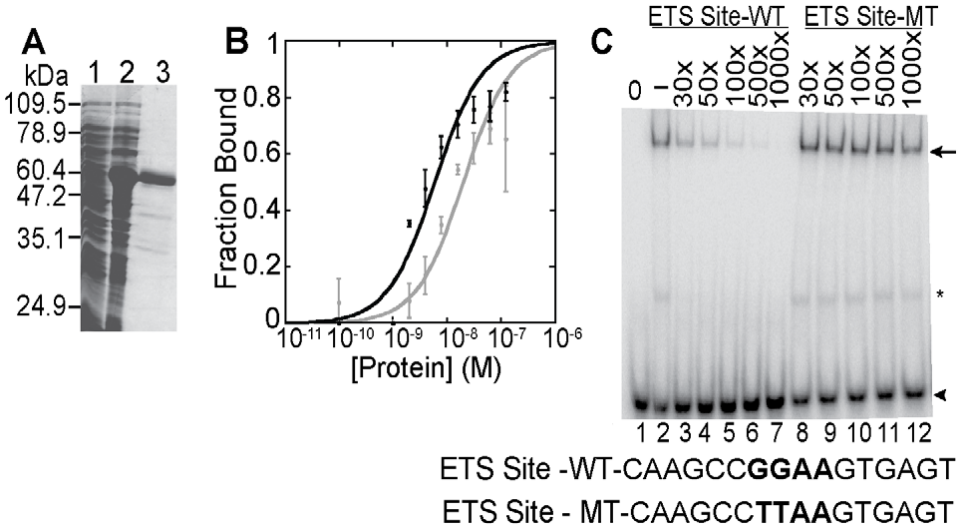
*In vitro* DNA binding activity of ETS-4. (A) Purification of recombinant ETS-4. SDS-PAGE gel, stained with coomassie blue, shows uninduced (lane 1), induced (lane 2) bacterial lysate and purified 6xHis tagged ETS-4 (lane 3). (B) DNA-binding isotherms derived from electrophoretic mobility shift assays (EMSAs) performed with increasing concentrations of recombinant ETS-4 (10^−11^ M to 10^−7^ M) incubated with radiolabeled DNA duplex containing a GGAA (black)- or GGAT (gray)-based ETS binding site. Binding curves represent the mean (±SD) from three independent EMSA experiments. (C) EMSA showing sequence specificity of ETS-4 binding. Radiolabeled DNA duplex (ETS Site-WT) was used at 10^−10^ M for all lanes. Unlabeled competitor DNA duplex was added in molar excess (X) (lanes 3–12). The competitor DNA contained either a GGAA sequence (ETS Site-WT) or a mutated sequence (TTAA) (ETS Site-MT). The arrowhead marks the mobility of unbound DNA. Binding of ETS-4 shifts the DNA to a slower migrating band (arrow). Band marked by asterisk is possibly due to an ETS-4 degradation product bound specifically to DNA.

ETS proteins demonstrate functional diversity acting both as transcriptional activators and repressors [13],[52]. To determine the transcriptional activity of ETS-4, we tested ETS-4 in transcription assays in yeast and cultured mouse fibroblasts. In *S. cerevisiae*, LexA::ETS-4(1-345) activated transcription of a reporter gene via a promoter with LexA binding sites (Figure S6). ETS-4(1–345) also activated transcription in NIH3T3 cells (Figure S6). In yeast, the N-terminal ETS-4(1–125) fragment activated transcription of the reporter gene; however, this activity was lost with the inclusion of the PNT domain in ETS-4(1–200) (Figure S6). Indeed, we have mapped repressive function to the PNT domain including recruitment of repressive co-factors (data not shown). Thus, our data identify two regions of ETS-4 that activate transcription (amino acids 1–125 and 200–345) and suggest the ability of the PNT domain to modulate this activity towards a repressive function. This potential opposing transcriptional function is consistent with the hypothesis that both up- and down-regulated genes are direct ETS-4 targets.

To identify candidate direct targets of ETS-4, we looked for ETS binding sites conserved across six nematode species in the region from 1500 base pairs (bp) upstream to 500 bp downstream of the transcription start site (TSS) of ETS-4-regulated genes. The position specific weight matrix (PWM) used to search for ETS binding motifs encompasses the sites that ETS-4 bound *in vitro* (Figure 5 and Table S5). Using the MULTIZ alignment algorithm [53], at least one conserved ETS binding motif was identified in the transcriptional control regions of 54 of the 70 ETS-4 regulated genes (Table S5). Although this frequency did not represent an enrichment of conserved ETS sites compared to other randomly selected TSS-proximal regions (data not shown), we suspect this represents the general importance of ETS factors in many control regions and not the lack of biological relevance of these sites on ETS-4 regulated genes [54], [55]. It was striking that genes with conserved ETS binding motifs included not only 82% of the down-regulated genes, but also 72% of the up-regulated genes in *ets-4* mutant animals (Table S5). This is consistent with the activating and repressive transcriptional functions of ETS-4 noted above. Also, several ETS proteins, in response to signaling pathways, fine-tune their transcriptional activity, functioning as activators or repressors [13], [52], [56]. 

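The sizes of change were compared between genes with a conserved ETS motif in Table S5, such as *vit-5*, and genes without one. Among the genes that the paper lists as down-regulated and that were measured on the arrays, 31 had a conserved motif and 6 had none, and their absolute log2 ratios were 1.74 ± 0.88 and 1.75 ± 0.55 (mean and SD across genes) in *ets-4(ok165)* larvae (permutation test, p = 0.985). In *ets-4(uz1)* larvae these were 2.31 ± 0.90 with a motif and 2.41 ± 0.54 without (permutation test, p = 0.784). Among those listed as up-regulated, 22 had a motif and 9 had none, with 1.72 ± 0.32 and 1.65 ± 0.34 in *ets-4(ok165)* larvae (permutation test, p = 0.578). In *ets-4(uz1)* larvae the latter had 2.20 ± 0.65 with a motif and 1.86 ± 0.57 without (permutation test, p = 0.181), and without the third *ets-4(uz1)* array the gap was 0.76 (permutation test, p = 0.0134), with a strict filter on the signal 0.77 (p = 0.0600) and without the second array 0.092. These are sizes in either direction, and 5 of the genes listed as down-regulated were higher and 5 of those listed as up-regulated lower in *ets-4(uz1)* larvae, all of them with a motif. Without these the gap among the genes listed as up-regulated was 0.22 (permutation test, p = 0.407), and without the third array 0.53 (p = 0.0587). The tests were 2-sided, none of the 4 passed before adjustment with all arrays, and the motifs are the paper's.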

In conclusion, we propose that ETS proteins may bind the transcriptional control regions and, thus, regulate directly the expression of 77% of the genes that were identified to function downstream of ETS-4.

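The yolk protein gene *vit-5* (C04F6.1) was 3.89-fold lower in *ets-4(ok165)* larvae than in wild type (SD of the log2 ratio 0.26, n = 3 arrays, adjusted p = 0.0128 from limma) and 7.39-fold lower in *ets-4(uz1)* larvae (SD 0.24, adjusted p = 8.87e-04). Its mean log2 signal was 11.8 in wild type and 9.94 in the mutant on the *ets-4(ok165)* arrays, and 11.7 and 9.03 on the *ets-4(uz1)* arrays. Ranked from the lowest ratio among the 14760 genes, *vit-5* was number 16 in *ets-4(ok165)* larvae and number 22 in *ets-4(uz1)* larvae. The difference between the strains was −0.92 and did not pass (adjusted p = 0.396 from limma). Table S5 of the paper lists 2 conserved ETS motifs for it.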

To test the function of ETS-4 as a DNA binding transcription factor in a native context, we focused on *vit-5*, which is one of the genes down-regulated in *ets-4* mutant worms that bears conserved ETS binding sites (Table S2, Table S4 and Table S5). *vit-5* encodes a lipoprotein related to mammalian ApoB-100, a core LDL particle constituent [57]. Also, *vit-5(RNAi)* was shown previously to extend the mean life span of RNAi-sensitive wild-type worms [10]. *Pvit-5::gfp* expression was significantly reduced in the intestinal cells of *ets-4(ok165)* compared to wild-type worms suggesting that ETS-4 is necessary for inducing *vit-5* expression (Figure S7). We conclude that ETS-4 is a transcription factor, fully competent to help orchestrate a transcriptional network involved in life span regulation.

### ETS-4 Functions in Parallel to the Insulin/IGF-1 Receptor Signaling

To characterize how *ets-4* modulates *C. elegans* lifespan, we tested whether *ets-4* genetically interacted with other known longevity regulators. First, because ETS-4, ELT-3, and DAF-16 share common downstream targets, we asked if they function downstream of the same signaling pathway. The insulin/IGF-1 signaling pathway involves the activation of the insulin/IGF-1 receptor, DAF-2, which triggers a kinase cascade involving the serine/threonine kinases AKT-1 and AKT-2 culminating in the cytoplasmic sequestration and inhibition of the FOXO transcription factor DAF-16 [58], [59]. In addition to inhibiting DAF-16, the insulin/IGF-1 pathway also exerts a constant level of regulation on ELT-3 expression [3], [60]. We tested whether *ets-4* modulated life span by acting downstream of the insulin/IGF-1 signaling pathway. To do this, we examined the genetic relationship between *ets-4* and two major components of the insulin/IGF-1 signaling cascade - the receptor *daf-2* and the kinases *akt-1/2*. For the life span comparisons, RNAi was used to inactivate insulin/IGF-1 signaling pathway genes in isogenic *ets-4(ok165)* and wild-type strains. If *ets-4* regulates life span by acting downstream of the insulin/IGF-1 signaling pathway, then loss of *ets-4* should not significantly extend the life span of long-lived worms lacking insulin/IGF-1 signaling. Alternatively, further extension of the life span of long-lived *ets-4* null mutant worms upon inhibition of insulin/IGF-1 signaling would indicate that *ets-4* functions in parallel to this pathway. As previously reported [1], [61], [62], *daf-2(RNAi)* animals were significantly long-lived (Table 1). Notably, *daf-2(RNAi); ets-4(ok165)* animals lived longer than either *ets-4(ok165)* or *daf-2(RNAi)* worms alone (Table 1 and Table S1). Similarly, RNAi against the kinases *akt-1/akt-2* further extended the life span of the long-lived *ets-4(ok165)* worms (Figure 6A and Table 1). Thus, inhibition of two different components of the insulin/IGF-1 signaling pathway further increased the life span of long-lived *ets-4(ok165)* animals. Because RNAi, and not null mutations, was used to inactivate signaling pathway genes, the possibility that the insulin/IGF-1 receptor pathway partially contributes to the life span phenotypes of *ets-4* null mutant animals cannot be completely eliminated. However, our data support a model whereby *ets-4* functions in parallel to the insulin/IGF-1 signaling pathway to modulate life span (Figure 7).

**Figure 6:**
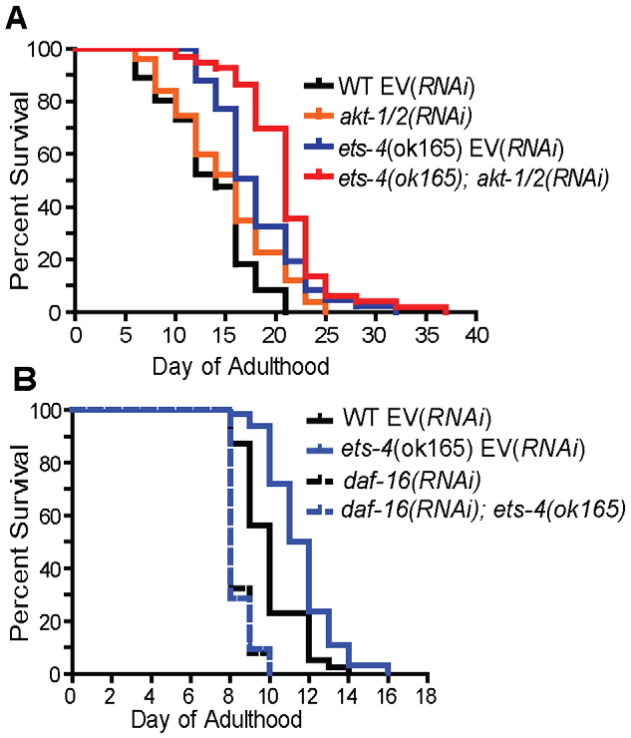
*ets-4* acts in parallel to the insulin/IGF-1 signaling pathway converging onto *daf-16*. Survival curves from life span experiments conducted at 25°C. See Table 1 and Table S1 for data from additional trials, mean life span and statistical analysis. (A) Wild-type (WT) and *ets-4(ok165)* worms were grown at 25°C and subjected to *akt-1/2(RNAi)* or an empty vector (EV) control RNAi starting at the L4 stage. (B) Wild-type (WT) and *ets-4(ok165)* worms were grown at 25°C and subjected to *daf-16(RNAi)* or an empty vector (EV) control RNAi starting at the L4 stage.

**Figure 7:**
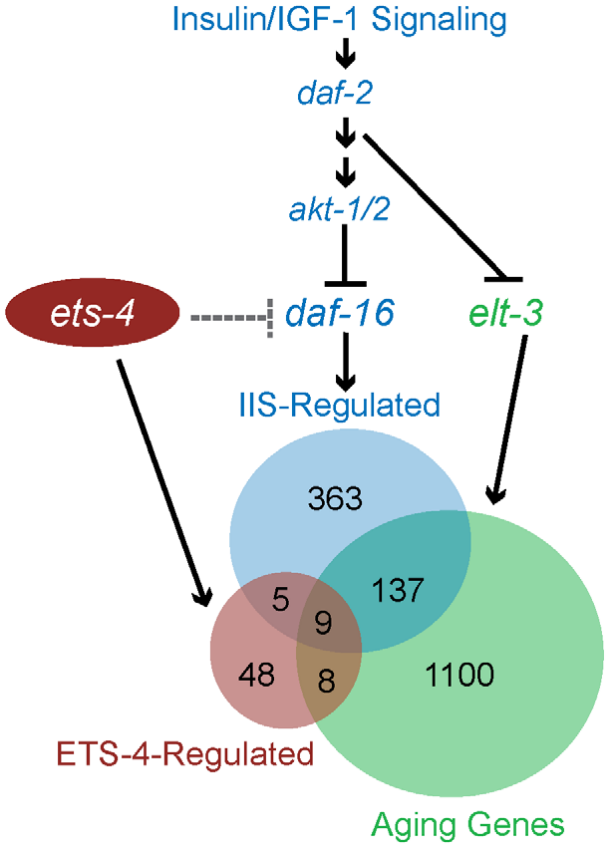
Model for ETS-4 function as a transcriptional regulator. ETS-4 functions in parallel to the insulin/IGF-1 signaling pathway (blue) to modulate a set of downstream targets (red circle). *ets-4* may function upstream of (dotted line) or in parallel (solid line) to antagonize *daf-16* function in longevity regulation. ETS-4-regulated gene set overlaps with that of the insulin/IGF-1 signaling pathway acting through DAF-16 (blue circle) as well as that of ELT-3 (green circle), which directs the age-regulation of a majority of genes that change expression with age.

We further explored the genetic relationship between *ets-4* and the insulin/IGF-1 signaling pathway by investigating if *ets-4* participated in other physiological processes regulated by the pathway. Signaling through DAF-2 is critical for dauer formation. Hence, the involvement of *ets-4* in dauer formation was tested first. Assaying for dauer formation at 25°C and 27°C [63], [64], we found no defects in dauer formation in *ets-4(ok165)* mutant animals compared to wild-type worms (data not shown), suggesting that *ets-4* does not play a significant role in this process. Next, we tested whether *ets-4* null mutant animals exhibit altered response to environmental stress stimuli since insulin/IGF-1 signaling also regulates stress resistance. To assay for heat stress response, the survival of adult *ets-4(ok165)* worms was monitored after a shift to 35°C. As reported previously[65]-[68], *daf-2(e1370)* animals survived significantly longer than wild-type worms at 35°C, whereas *daf-16(mgDf50)* animals died faster (Figure S8). No significant differences in survival were seen between *ets-4(ok165)* and wild-type worms during the heat stress time-course (Figure S8), indicating that *ets-4* is not required for response to heat stress.

Extension of life span is often associated with increased resistance to oxidative stress [69]. We determined whether *ets-4* null mutant animals show altered response to oxidative stress by monitoring survival when exposed to a powerful oxidant, paraquat. No significant differences in survival were seen between *ets-4(ok165)* and wild-type worms during the majority of the oxidative stress time-course (Figure S8), indicating that *ets-4(ok165)* worms display wild-type response to oxidative stress. The participation of ETS-4 in the oxidative stress response pathway was also tested by assessing the genetic interaction of *ets-4* with *skn-1*. Transcription factor SKN-1, the ortholog of mammalian Nrf proteins, is critical for oxidative stress resistance and acts in multiple longevity pathways, including the insulin/IGF-1 signaling cascade [70]. To test whether SKN-1 was required to mediate the life span extension observed in *ets-4* null mutant animals, we inhibited *skn-1* activity by RNAi and monitored the adult life span at 25°C. *skn-1(RNAi)* was previously reported to alter the expression of genes involved in oxidative stress response [71]. Also, inhibition of *skn-1* by RNAi was shown to decrease the life span of *daf-2* null mutant animals, but not control RNAi sensitive animals [72]. *skn-1(RNAi)* on *ets-4(ok165)* worms did not alter the extended life span phenotype of these worms (Figure S8), suggesting that the *ets-4* null mutant animals are not susceptible to a partial loss of SKN-1 function. Additionally, to determine whether ETS-4 and SKN-1 shared downstream effectors, we compared a list of SKN-1-dependent target genes involved in oxidative stress response [71] to the 70 ETS-4-regulated genes. 

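*skn-1*, which encodes the Nrf-like factor of the oxidative stress response, had log2 ratios of 0.38 ± 0.47 in *ets-4(ok165)* larvae and 0.23 ± 0.98 in *ets-4(uz1)* larvae (SD, n = 3 arrays, adjusted p = 0.812 and 0.748 from limma). Glutathione *S*-transferase genes, a detoxification family that includes SKN-1 targets such as *gst-4*, had a mean of 0.17 ± 0.40 over 44 genes in *ets-4(ok165)* larvae and −0.10 ± 0.45 in *ets-4(uz1)* larvae. *gst-4* itself had ratios of −0.57 and −0.64 (adjusted p = 0.767 and 0.469 from limma). The list was higher in *ets-4(ok165)* larvae by camera (adjusted p = 0.0163), but adjusted p = 0.829 with an estimated correlation, and its mean was 0.028 without array 1, where it did not pass, and 0.27 without array 2, and it did not move in *ets-4(uz1)* larvae (adjusted p = 0.228). limma called no gene of this family in either strain (2 rose and 7 fell in *ets-4(uz1)* larvae with the array number as a block), with 5 in *ets-4(ok165)* and 9 in *ets-4(uz1)* larvae at an unadjusted p under 0.05 and 0 and 0 called by Rank Products, and 0 of the 44 are in Table S4.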

There was no significant enrichment for the stress responsive, SKN-1-dependent genes amongst genes that act downstream of ETS-4 (Table 2). Taken together, these data suggest that ETS-4 does not contribute to all physiological processes regulated by insulin/IGF-1 signaling and supports a model whereby ETS-4 functions, in part, independently of DAF-2 signaling to regulate life span.

### ETS-4 Requires DAF-16 to Regulate Life Span

The FOXO transcription factor, DAF-16, is a well established regulator of life span that functions in the insulin/IGF-1 signaling pathway [1], [60], [73]–[75] and shares downstream longevity effectors with ETS-4 (Table 2 and Figure 7). We examined the genetic relationship between *ets-4* and *daf-16*. Consistent with previous studies [1], [61], [75], inhibition of *daf-16* activity by RNAi shortened life span (Figure 6B and Table 1). Further, *ets-4(ok165)* worms, when subjected to *daf-16(*RNAi*)*, did not display an extended life span (Figure 6B and Table 1). Thus, *daf-16* was required for the longevity phenotype of *ets-4(ok165)* worms suggesting that *ets-4* functions upstream of, or in parallel to, *daf-16* in lifespan regulation (Figure 7). Because the loss of *ets-4* extends life span, whereas, inhibition of *daf-16* activity shortens it, our genetic tests indicate that *ets-4* antagonizes *daf-16* function in longevity regulation by upstream effects, or in parallel.

We examined in more detail two possible ways by which *ets-4* could function upstream of *daf-16*. First, we tested whether ETS-4 reduced DAF-16 levels through a transcriptional effect. Our gene expression profiling experiments indicated that the expression of *daf-16* transcripts was not altered in *ets-4* mutant worms (NCBI's Gene Expression Omnibus, accession number GSE17954). 

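*daf-16*, the FOXO factor gene, had log2 ratios of 0.35 ± 0.32 in *ets-4(ok165)* larvae and 0.31 ± 0.23 in *ets-4(uz1)* larvae (SD, n = 3 arrays), neither of which passed (adjusted p = 0.660 and 0.391 from limma). They rest on the brightest probe of the gene, and with the mean of its probes they were −0.036 and −0.040. The insulin/IGF-1 receptor gene *daf-2* had 0.11 ± 0.67 and −0.29 ± 0.80 (adjusted p = 0.951 and 0.679 from limma), and the kinase genes *akt-1* and *akt-2* had 0.14 and 0.0044 in *ets-4(ok165)* larvae and 0.022 and −0.36 in *ets-4(uz1)* larvae. The GATA factor gene *elt-3* had 0.19 ± 0.057 and 0.22 ± 0.069 (adjusted p = 0.755 and 0.432 from limma), *elt-6* had 0.12 ± 0.36 and 0.38 ± 0.39, and *elt-5* (*egl-18*) was not well above background in wild type. Over 29 genes of insulin/IGF-1 signaling the means were 0.16 ± 0.52 and 0.090 ± 0.46 (SD across genes, camera adjusted p = 0.511 and 0.927), and over 10 genes of transcription factors with roles in longevity 0.11 ± 0.19 and 0.016 ± 0.46 (adjusted p = 0.408 and 0.925). limma called no gene of either list, while with the array number as a block 2 signaling genes rose and 2 fell and 1 factor gene fell in *ets-4(uz1)* larvae. At an unadjusted p under 0.05 there were 4 and 7 signaling genes and 0 and 0 factor genes in the *ets-4(ok165)* and *ets-4(uz1)* strains, and Rank Products called 2 and 1 signaling genes and 0 and 0 factor genes. On simulated data with many planted changes the limma fit recovered part of the genes changed by a log2 ratio of 1. The share was 50.7% in *ets-4(ok165)* and 61.2% in *ets-4(uz1)* larvae. In the measured *ets-4(ok165)* data the smallest change that passed was 1.43, of *pho-8*, so these shares may be too high. A log2 ratio of 1 or less in a single gene would often be missed.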

Further, upon crossing a *daf-16::gfp* reporter into *ets-4(ok165)* worms, we did not observe an alteration in the expression of DAF-16::GFP due to loss of *ets-4* (data not shown). Second, we examined whether ETS-4 antagonized DAF-16 activity by promoting its cytoplasmic retention. The function of the transcription factor DAF-16 is modulated in response to stress conditions, such as heat-shock, by altering its nuclear localization [58], [76]. The intracellular localization of DAF-16::GFP was not affected by the loss of *ets-4* under normal growth conditions and heat-shock (data not shown). These results suggest that ETS-4 does not regulate DAF-16 by altering its expression level or nuclear-cytoplasmic localization. Alternatively, ETS-4 and DAF-16 could function in parallel pathways to modulate distinct targets involved in longevity regulation (Figure 7). Or, an indirect modulation of DAF-16 activity by ETS-4 is possible, through the regulation of a required transcription co-factor. Taken together, we conclude that ETS-4 is a new life span determinant that functions in parallel to the insulin/IGF-1 signaling pathway, but requires the FOXO transcription factor, *daf-16*, to modulate life span.

## Discussion

In this study, we describe a novel transcriptional regulator of longevity. Worms lacking ETS-4 exhibited a pronounced life span extension. Despite broad expression in multiple cell types, ETS-4 function in the adult intestine was important for longevity regulation. Notably, identification of an ETS-4-regulated gene set uncovered shared transcriptional targets with two other longevity modifiers, the FOXO and GATA factors.

### ETS-4 Regulates Life Span

Loss of *ets-4* function led to a substantial extension in mean adult life span. Additionally, *ets-4* mutant worms exhibited an altered egg-laying rate. These data are consistent with the precedence of several life span altering mutations that affect multiple aspects of nematode biology, including reproduction and metabolism. This raises the question of whether these phenotypes are causative of increased longevity. Another key question with the identification of ETS-4 as a novel genetic modifier of aging with a broad expression pattern was whether a particular cell type was crucial for its function in longevity regulation. Our data showed that restoring ETS-4 function specifically in the intestine, but not neurons, rescued the extended life span of *ets-4* null mutant animals back down to wild-type levels. Interestingly, other transcription factors that function as longevity determinants, including the FOXO protein DAF-16 and the GATA factors ELT-3, ELT-5, and ELT-6, regulate life span primarily through their function in the intestine [3], [34]. These data thus also support our model of shared transcriptional targets for these factors. Moreover, restoring expression of ETS-4 in the intestine of null mutant worms does not rescue the altered egg-laying phenotype. Thus, the longevity and altered egg-laying rate phenotypes are separable, implying a correlative rather than causative relationship between the two. Because relative to one another, the rates of aging of different tissues appear normal, it is proposed that a network of signaling and feedback regulation is involved in coordinating aging within an animal [33], [34]. Our data demonstrate that ETS-4 is a transcriptional regulator of this network that functions in the intestine to modulate the rate of aging in *C. elegans*.

### Model for ETS-4 Function in Longevity Regulation

Gene expression profiling of long-lived worms carrying two different deletion alleles of *ets-4*, identified a robust set of ETS-4-regulated genes. Consistent with the longevity phenotype of *ets-4* mutant worms, the ETS-4-regulated gene set was enriched for genes that modulate life span (Table 3). In addition to the regulation of these known life span determinants by ETS-4, 29 genes of unknown function were also misexpressed in *ets-4* mutant animals and may contribute to the long-lived phenotype of these worms. 

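The paper does not list its genes of unknown function, so the genes that Table S4 gives by a sequence name alone were taken in their place. They may be another set and may include genes of known function. Of these genes 10 were lower in both strains, 10 were higher in both and 8 had opposite directions. *D1014.6* (*gtnt-17*) and *D1014.7* (*gtnt-18*) were 3.88-fold and 4.89-fold higher in *ets-4(ok165)* larvae without passing (log2 ratios 1.96 ± 0.63 and 2.29 ± 0.44, SD, n = 3 arrays, adjusted p = 0.169 and 0.0778 from limma) and fell 7.96-fold and 4.63-fold in *ets-4(uz1)* larvae. *T15D6.8* and *T15D6.11* had ratios of 1.33 ± 0.68 and 1.41 ± 0.73 in *ets-4(ok165)* larvae and fell 8.82-fold and 8.69-fold in *ets-4(uz1)* larvae (adjusted p = 0.0107 and 0.00965 from limma). *C01B4.8* had a ratio of −1.34 ± 0.37 in *ets-4(ok165)* larvae (adjusted p = 0.0975 from limma, 0.0343 with the array number as a block) and rose 3.69-fold in *ets-4(uz1)* larvae, and *Y19D10A.4* had −1.32 ± 0.31 (adjusted p = 0.0975, 0.0415 with the block) and rose 2.38-fold. *F56A4.3* had a ratio of 1.35 ± 0.74 in *ets-4(uz1)* larvae (adjusted p = 0.0605 from limma, 0.0496 with the block). *E03H4.4*, with both signals well above background on 1 *ets-4(uz1)* array, had 1.35 ± 0.11 in *ets-4(ok165)* larvae and −1.67 ± 0.89 in *ets-4(uz1)* larvae, a difference that passed only with the block (adjusted p = 0.0850 from limma, 0.0433 with the block). limma called 20 of the 28 genes in *ets-4(uz1)* larvae, 2 in *ets-4(ok165)* larvae (7 with the block) and 7 as different between the strains.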

DNA-binding studies and bioinformatics searches identified conserved ETS binding sites in promoter regions of 54 of the 70 ETS-4-regulated genes, suggesting that these were direct targets (Table S5). Notably, the ETS-4-regulated gene set was significantly enriched for genes that change expression during normal aging (Figure 7, Table 2 and Table S4), the majority of which were proposed targets of the GATA factor ELT-3 [3]. Consistent with the shared pattern of expression changes observed between aged worms and insulin/IGF-1 signaling pathway mutant animals [3], a significant proportion of ETS-4-regulated genes functioned downstream of the insulin/IGF-1 signaling pathway and the FOXO transcription factor DAF-16 [10], [11] (Figure 7, Table 2, and Table S4). RNAi against four of these common downstream effectors, *vit-5*, *vit-2*, *thn-1*, *lys-7* alters worm life span [10]. These longevity effectors participate in lipid transport (vitellogenins/yolk proteins) and innate immune response (lysozymes and thaumatins). In addition to this set of overlapping targets for three transcriptional regulators of aging ELT-3, DAF-16 and ETS-4, notable targets were absent. For example, expression of genes mediating response to oxidative stress regulated by the transcription factor SKN-1 (superoxide dismutases) [71], heat-shock or toxicity (metallothioneins and xenobiotic metabolism genes) that are altered in *daf-16* mutant worms remain unchanged in long-lived *ets-4* mutant animals. 

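Superoxide dismutase and catalase genes, which remove reactive oxygen species, did not move as a list, with a mean log2 ratio of 0.014 ± 0.22 over 11 genes in *ets-4(ok165)* larvae and 0.092 ± 0.29 in *ets-4(uz1)* larvae (camera adjusted p = 0.927 and 0.810). The DAF-16 target *sod-3* had 0.57 ± 0.55 and 0.60 ± 0.20 (SD, n = 3 arrays, adjusted p = 0.592 and 0.203 from limma). The small heat-shock protein genes *hsp-16.2* and *hsp-16.48* did not pass in either strain, *hsp-16.2* with −1.39 ± 1.43 and −1.64 ± 1.20 and *hsp-16.48* with −1.503 ± 1.24 and −0.89 ± 1.47 (adjusted p = 0.611, 0.188, 0.595 and 0.454 from limma). The 21 heat-shock protein genes had means of −0.54 ± 0.64 and −0.38 ± 0.51 (camera adjusted p = 0.00190 and 0.0210), or adjusted p = 0.447 and 0.729 with an estimated correlation. Without array 2 the mean in *ets-4(ok165)* larvae was −0.22 and did not pass, and in *ets-4(uz1)* larvae it was −0.61 without array 1, on which the list lay above 0 (0.12), and −0.27 without array 3, a value that did not pass. Both metallothionein genes missed the limit in *ets-4(uz1)* larvae, *mtl-1* with 1.27 ± 1.14 and *mtl-2* with −0.95 ± 0.55 (adjusted p = 0.180 and 0.121 from limma, 0.0288 and 0.0131 with the array number as a block), and as a list they had means of 0.078 and 0.16 (adjusted p = 0.940 and 0.925). limma called no gene of these 3 lists, apart from 1 heat-shock gene higher and 2 lower and the 2 metallothionein genes in *ets-4(uz1)* larvae with the block, with 1, 3 and 0 genes in *ets-4(ok165)* and 3, 6 and 2 in *ets-4(uz1)* larvae at an unadjusted p under 0.05, and Rank Products called 0, 2 and 0 and 0, 1 and 1. Of 62 UDP-glycosyltransferase genes, which conjugate xenobiotics, 9 fell in *ets-4(uz1)* larvae (15 fell and 2 rose adjusted over the list alone, 24 and 4 with the block), among them *ugt-31* (3.24-fold, −1.70 ± 0.14, adjusted p = 0.0139 from limma) and *ugt-26* (3.19-fold, −1.67 ± 0.63). Their mean was −0.44 ± 0.70 in *ets-4(uz1)* larvae (camera adjusted p = 5.78e-06, or adjusted p = 0.823 with an estimated correlation) and −0.064 ± 0.43 in *ets-4(ok165)* larvae (adjusted p = 0.493), where limma called none (7 at an unadjusted p under 0.05, 0 by Rank Products). Of 63 cytochrome P450 genes 4 rose and 1 fell in *ets-4(uz1)* larvae (8 and 2 adjusted over the list alone, 13 and 5 with the block), *cyp-13A1* rising 2.78-fold (1.48 ± 0.068, adjusted p = 0.0121 from limma) and *cyp-32A1* 2.81-fold. The P450 means were 0.040 and 0.11 (camera adjusted p = 0.512 and 0.376), and in *ets-4(ok165)* larvae limma called none (4 at an unadjusted p under 0.05, 0 by Rank Products). None of the genes of these 5 lists is in Table S4.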

We propose that ETS-4 participates in some, but not all biological processes regulated by FOXO and GATA factors. In summary, we introduce ETS-4 as a novel transcriptional regulator in the genetic network that modulates life span.

### Insights into ETS function in Vertebrate Development and Disease

Our study is the first demonstration of an ETS factor modulating animal life span, thus illustrating the utility of *C. elegans* in identifying novel functions for ETS proteins not easily discerned in more complex systems. The mammalian ortholog of *ets-4*, *SPDEF* is expressed in the intestine and in tissues with high epithelial content, like breast and prostate [17], [77]. A recent study of a mouse mutant strain with a dysfunctional *SPDEF* allele showed impaired terminal differentiation of specialized intestinal secretory cells derived from the intestinal epithelium [24]. Markers for these secretory intestinal cells, the Paneth and goblet cells, were implicated as SPDEF targets [24]. In an interesting evolutionary convergence, our study illustrated ETS-4 function in the worm intestine, which is a tube comprised of 20 large epithelial cells [78]. The *C. elegans* intestine executes multiple functions carried out by distinct organs in higher eukaryotes, such as digestion and absorption of nutrients, synthesis and storage of fats, initiation of an innate immune response to pathogens and yolk production [44], [78]–[80]. Our work demonstrates the regulation of intestinal genes, such as lysozymes and vitellogenins by ETS-4. Additionally, restoring ETS-4 function in the worm intestine, but not neurons, reduced the life span of *ets-4* null worms to wild-type, revealing a link between ETS function in the intestine and longevity regulation.

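*lys-10* (F17E9.11), a lysozyme gene, was at least 3.39-fold higher in *ets-4(uz1)* larvae than in wild type (adjusted p = 0.0160 from limma) and at least 1.39-fold higher in *ets-4(ok165)* larvae without passing (adjusted p = 0.472), its wild-type signal not being well above background. Lysozyme genes as a group did not follow *lys-7* and *lys-10*. Of 14 measured, 1 rose in *ets-4(ok165)* larvae and 2 in *ets-4(uz1)* larvae and none fell, while adjusted over the list alone 2 rose and 7 fell in *ets-4(ok165)* larvae and 2 rose and 4 fell in *ets-4(uz1)* larvae. In *ets-4(ok165)* larvae 0 rose, and in *ets-4(uz1)* larvae 2 rose and 4 fell, with the array number as a block. In *ets-4(ok165)* larvae the mean log2 ratio was −0.36 ± 1.18 (SD across genes) and the median −0.75 (camera adjusted p = 9.18e-04, adjusted p = 0.829 with an estimated correlation, and −0.18 without array 2, where the list did not pass). In *ets-4(uz1)* larvae the mean was 0.13 ± 1.48 while the median was −0.37 and the test also pointed downward without passing (adjusted p = 0.326). The vitellogenin genes, which encode yolk proteins, were lower in *ets-4(uz1)* than in *ets-4(ok165)* larvae, with a mean difference of −1.01 ± 0.27 over the 6 genes (camera adjusted p = 2.44e-07, adjusted p = 0.155 with an estimated correlation, fry adjusted p = 0.0162). No single vitellogenin gene passed the test of this difference in limma, although 6 had an unadjusted p under 0.05 and 6 passed adjusted over the list alone.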

Our finding that ETS-4 has a role in *C. elegans* aging also provides a new connection between this ETS factor and cancer. Studies in human cell lines have implicated SPDEF function in tumorigenesis. Cell lines from breast and prostate tumors have altered SPDEF expression, although the significance of this misregulation remains controversial. Whereas some studies propose a putative role for SPDEF as a tumor suppressor, others suggest a prometastatic function [17], [18], [22], [23], [81], [82]. Given the strong correlation between physiological aging and tumor susceptibility, aging studies in *C. elegans* have been used to provide genetic insights into tumor biology [83]–[85]. Thus, the role of ETS-4 in aging raises new implications for the physiological role of mammalian ETS factors in development, homeostasis and disease.

## Materials and Methods

### *C. elegans* Strains and RNAi

*C. elegans* strains were maintained at 20°C as described previously [86] unless otherwise mentioned. The wild-type reference strain was N2 Bristol. The RB637: *ets-4(ok165)* X strain was obtained from the *C. elegans* Gene Knockout Project at OMRF (International *C. elegans* Gene Knockout Consortium). *ets-4(uz1)* was isolated by PCR-based screening of a library of worms mutated with EMS generated at the University of Utah. The deletion breakpoints of the *uz1* on cosmid F22A3 are 14790 and 15861. Single-worm PCR [87] was used for screening and to determine the genotype of worms during crosses with *ets-4(uz1)* and *ets-4(ok165)* worms. For *ets-4(ok165)* and *ets-4(uz1)* identification, nested-PCR was carried out using the following primers: Forward primers: CAATGAACGGTACTGGCTCAG and Primer P5: TGCAATCTTCCAATCCAACCC; Reverse primers: ACTGCCGGAGGACAAATGTC and Primer P6: CATTGCGATTCCCATGTAACC; Primers for sequences deleted in the *ok165* and *uz1* alleles: GCTAGCCAGCACCAACAATCAA and ACACCAAACGCTGCTTCTTT. The *ets-4(ok165)* and *ets-4(uz1)* worms were outcrossed to the N2 strain six times before phenotypic analysis, including life span assays. We also used BC11290: dpy-5(e907) I; sEx11290[rCesC04F6.1::GFP + pCeh361] [31], TJ356: zIS356 IV [Pdaf-16::daf-16-gfp; rol-6(su1006)] [76], *lin-15(n765ts)* [88], *daf-16(mgDf50) I*, CF1041 *daf-2(e1370)* III [66].

RNAi was performed essentially as described previously [89] using HT115(DE3) *E. coli* expressing dsRNA from *daf-16*, *daf-2*, *skn-1* (obtained from Julie Ahringer's RNAi library [90]), *akt-1*, *akt-2* (obtained from the Marc Vidal's RNAi library [91]), *ets-4* or carrying the L4440 control plasmid (EV for empty vector control). Each clone was sequenced to confirm its identity. Individual RNAi clones were grown overnight with Ampicillin (100 µg/ml) or Kanamycin (25 µg/ml) seeded onto NGM plates containing 1 mM IPTG (Sigma) and 25 µg/ml Carbenicillin (Sigma) and allowed to grow for 2 days at room temperature. For *akt-1/2(RNAi)*, a 1:1 mix of *akt-1* and *akt-2* equal density overnight bacterial cultures was used to seed NGM plates containing 1 mM IPTG (Sigma) and 25 µg/ml Carbenicillin (Sigma). L4 stage larvae were placed on the RNAi plates and observed for phenotypes at 25°C.

### RT-PCR and Microarray Analysis

Total RNA from mixed stage worms was isolated by phenol-chloroform extraction and subjected to DNaseI treatment using the RNeasy kit (Qiagen). 1–2 µg of total RNA was reverse-transcribed by SuperScript III (Invitrogen) according to manufacturer's protocol. Ten percent of the resultant cDNA was PCR-amplified by *Taq* DNA polymerase in a 50 µl reaction. Primer sequences: R1: GGCACAAGTTGTACTGATGTC, P1 (SL1 primer): GTTTAATTACCCAAG TTTGAG, P2: CAGATGACGGAGAATCAGGTC, R2: CTACAAGTTATAAGGAGGCAGG, P3: CTTCAGCCGCCTAGAAACTG and P4: CCAATATCTAGCCAGCAGGAG. The PCR product was sequenced to determine the position of SL1 attachment and splicing pattern.

To assess the expression of mRNA in synchronized populations of N2, *ets-4(ok165)* and *ets-4(uz1)* worms, levels of cDNA from the reverse transcription reaction were assessed by quantitative PCR according to manufacturer's protocol using the Roche LightCycler 480. Transcript levels were normalized to the averaged levels of *cdc-42* and *pmp-3* [92]. See Table S6 for primer sequences.

For microarray analysis, total RNA was isolated from L4 stage larvae as described above and reverse transcribed. Cy5 and Cy3 labeled cDNA was applied to *C. elegans* 22K gene expression arrays (Agilent). Data from three independent repeats of the experiment were analyzed. Lowess-normalized log (base 10) ratios of mutant/wild-type gene expression were obtained from the two-color Agilent *C. elegans* gene expression microarrays. The log ratios were analyzed using the Rank Products method [93] to identify consistently differentially expressed genes. Genes were selected using a probability of false prediction (PFP) cut off of 0.1, i.e. a false discovery rate of 10%. This technique corrects for multiple testing with repeated trials on random permutations of the data set.

The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al*., 2002) and are accessible through GEO Series accession number GSE21851 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21851).

### Life Span Assays

Life span assays were conducted as described previously [94]. The *ets-4(ok165)* and *ets-4(uz1)* worms were outcrossed to the wild-type strain six times before the life span assays. Briefly, worms were grown for two or more generations at the assay temperature (25°C or 20°C) prior to the assay. Hermaphrodites were allowed to lay eggs for 6–8 hr on OP50 to obtain synchronous progeny for the experiment. L4 stage larvae were picked to plates spotted with RNAi bacteria containing 1 mM IPTG or OP50 bacteria and allowed to age at 25°C. The animals were moved to fresh plates daily during the reproductive period and every other day for the rest of the assay. The worms were scored for life by assessing movement to touch every 1–2 days [8]. Animals that bagged, exploded or crawled off the plate were excluded from the analysis. The first day of adulthood was counted as day one of the life span experiment. Life span curves and statistical data including p-values from Log-rank (Mantel-Cox) test were generated using GraphPad Prism version 5 software (GraphPad Software, San Diego, California USA).

### Brood Size, Egg-Laying Rate and Development Time Assays

Single L4 stage larvae were allowed to lay eggs at 20°C and transferred to a fresh NGM plate every day till the end of the reproductive period. The number of eggs laid and the number of hatched progeny were counted. The average number of eggs laid each day during the egg-laying period and the total number of progeny per worm (brood size) were plotted. Development time assays were done as described previously [95]. Briefly, synchronized L1 larvae of each genotype were grown at 20°C. The animals were monitored every 3 hr after they had reached L4 stage till they were pre-fertile adults. Each experiment with at least ten worms per genotype was repeated twice, independently. Unpaired t-test analyses were performed to calculate p-values.

## Supporting Information

Figure S1 Phylogenetic analysis of ETS domain sequences. The protein sequences of 27 *H. sapiens* (gray) and 10 *C. elegans* ETS domains (Ce) were aligned using ClustalW (version 1.83). DRAWGRAM (from phylip version 3.66) was used to construct a dendrogram of the aligned sequences. The horizontal length of the branches predicts the evolutionary distance between the genes.
(9.87 MB TIF)

Figure S2 *ets-4* mutations do not alter feeding rate or defecation rate. (A) Pharyngeal pumping rates (pumps/minute) were counted for wild-type (WT) (n = 11), *ets-4(ok165)* (n = 10) and *ets-4(uz1)* (n = 12) worms (mean ± SEM). (B) Mean defecation cycle periods (seconds/cycle) of wild-type (WT), *ets-4(ok165)* and *ets-4(uz1)* worms (mean ± SEM). At least 10 worms per genotype were observed for 10 cycles each.
(3.76 MB TIF)

Figure S3 Tissue-specific expression of ETS-4 does not affect the egg-laying rate or brood size of *ets-4(ok165)* animals. (A) The number of eggs laid (mean ± SEM) during each day of the egg-laying period. The egg-laying rate of wild-type (WT) worms, *ets-4(ok165)* Control and that of strains with tissue-specific expression of *ets-4* in intestinal cells, *ets-4(ok165);[Pgly-19::yfp::ets-4]*, or neurons, *ets-4(ok165);[Prab-3::yfp::ets-4]* at 20°C. * indicates p<0.001, comparing *ets-4(ok165)* transgenic lines to WT. (B) Total number of progeny (brood size) was counted for the genotypes indicated at 20°C. The average brood size (mean ± SEM) of *ets-4(ok165)* Control, *ets-4(ok165);[Pgly-19::yfp::ets-4]* and *ets-4(ok165);[Prab-3::yfp::ets-4]* are indicated.
(7.80 MB TIF)

Figure S4 Expression levels of selected genes in *ets-4(ok165)*, *ets-4(uz1)* and wild-type worms. Gene expression quantified by real-time PCR in *ets-4(ok165)* and *ets-4(uz1)* mutant worms relative to wild-type (WT). Error bars represent standard error. (A) Expression of genes significantly down-regulated in *ets-4(ok165)* worms (shown are *vit-2*, *vit-3*, *vit-4*, *vit-5*, *ceh-60*, *ech-9* and *fat-7*) and *ets-4(uz1)* worms (shown are *vit-2*, *vit-3*, *vit-4*, *vit-5*, *ceh-60* and *ech-9)* relative to WT. (B) Expression of genes significantly up-regulated in *ets-4(ok165)* and *ets-4(uz1)* worms (shown are *lys-7* and *thn-1*) relative to WT.
(5.96 MB TIF)

Figure S5 Lipid levels and fatty acid composition is unaltered in *ets-4(ok165)* worms. (A) Relative abundance of triacylglycerides and phospholipids expressed as percentage of total fatty acids (±standard error) as determined by gas chromatography. (B) Relative abundance of selected fatty acid species expressed as percentage of total fatty acids (± standard error) of WT and *ets-4(ok165)* worms as determined by gas chromatography. (C) TLC analysis of lipids extracted from wild-type (WT) (lane 1) and *ets-4(ok165)* animals (replicates in lanes 2 and 3). TAG, triacylglycerides; PL, phospholipids.
(9.58 MB TIF)

Figure S6 Transcriptional activity of ETS-4. (A) Transcriptional activity of ETS-4 in *S. cerevisiae*. An yeast strain that contains an integrated LacZ reporter with 8 LexA binding sites was transformed with the indicated LexA::ETS-4 fusions. Cells lysates were subjected to a colorimetric assay to assess β-galactosidase activity (LacZ activity). The relative LacZ activity was calculated by normalizing the LacZ values to that of control strains transformed with the LexA DNA-binding domain. The expression levels of the LexA proteins were comparable (data not shown). Inset is a schematic of ETS-4. (B) Transient expression assays performed in NIH3T3 cells. Luciferase activity was measured from cells transfected with a GAL4-dependent luciferase reporter and expression vectors for GAL4 DNA-binding domain alone or as a fusion to ETS-4. Relative luciferase activity (RLA) was calculated as the ratio of firefly luciferase activity to Renilla luciferase activity (mean± SEM). The expression levels of the GAL4DBD proteins were comparable (data not shown).
(4.44 MB TIF)

Figure S7 Reduced expression of *Pvit-5::gfp in ets-4(ok165)* worms. (A) Quantification of *Pvit-5::gfp* expression in synchronized 1-day old wild-type (WT) and *ets-4(ok165)* adult hermaphrodites using ImageJ (version 1.36b) software. The mean fluorescence (±SEM) of *ets-4(ok165)[Pvit-5::gfp]* worms was measured in a fixed area at the start of the intestine and compared to that of *Pvit-5::gfp* worms in an identical area. (B) Representative example of the reduced *Pvit-5::gfp* expression in *ets-4(ok165)* worms compared to wild-type (WT) worms.
(4.60 MB TIF)

Figure S8 Stress resistance of *ets-4(ok165)* animals and genetic interaction between *ets-4* and *skn-1* for life span. (A) Survival kinetics of animals under heat stress conditions (35°C). Fraction of animals alive at different time points (hours) after a shift to 35°C (mean ± SEM) is plotted. * indicates p<0.05, compared to WT. (B) Survival kinetics of animals in the presence of paraquat (oxidative stress conditions - See Text S1). Fraction of animals alive (mean ± SEM) is plotted. * indicates p<0.05, compared to WT. (C) Survival curves for wild-type (WT) and *ets-4(ok165)* worms grown at 25°C and subjected to *skn-1(RNAi)* or an empty vector (EV) control RNAi starting at the L4 stage. See Table S1 for mean life span, statistical analyses and data from additional trials.
(10.00 MB TIF)

Table S1 Summary of Data from Repeat Trials of Life Span Analysis for *ets-4(ok165)* and *ets-4(uz1)* Mutant Worms.
(0.11 MB DOC)

Table S2 Genes with Altered Expression in *ets-4(ok165)* Compared to Wild-type (WT) Worms.
(0.09 MB DOC)

Table S3 Genes with Altered Expression in *ets-4(uz1)* compared to Wild-type (WT) Worms.
(0.26 MB DOC)

Table S4 Genes with Altered Expression in *ets-4(ok165)* and *ets-4(uz1)* Worms Relative to Wild-type Worms.
(0.10 MB DOC)

Table S5 Position of Conserved ETS Binding Motifs in the Transcriptional Control Regions of ETS-4-Regulated Genes.
(0.17 MB DOC)

Table S6 Oligonucleotide primers used in RT-PCR analyses.
(0.04 MB DOC)

Text S1 Supplemental Materials and Methods.
(0.07 MB DOC)

# Supplementary material for: ETS-4 Is a Transcriptional Regulator of Life Span in Caenorhabditis elegans
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001125. doi: 10.1371/journal.pgen.1001125
**Supplement:** Table S1 — Summary of Data from Repeat Trials of Life Span Analysis for ets-4(ok165) and ets-4(uz1) Mutant Worms. (0.11 MB DOC)

Table S1. Summary of Data from Repeat Trials of Life Span Analysis for *ets-4(ok165)* and *ets-4(uz1)* Mutant Wormsa.

aIndependent repeats of each life span experiment were performed. Data from repeat trials are separated by dashed lines.

bLife span data sets within each panel of this table were done in parallel and statistical analyses was done within the data set.

cNumber of worms scored.

dWT refers to wild-type.

eEV refers to empty vector.

fns indicates non-significant p-values that are greater than 0.05.

g*ets-4(ok165)* Control refers to injection control strain. Strain details in Text S1.

1,2Refer to independent lines.

# Supplementary material for: ETS-4 Is a Transcriptional Regulator of Life Span in Caenorhabditis elegans
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001125. doi: 10.1371/journal.pgen.1001125
**Supplement:** Table S2 — Genes with Altered Expression in ets-4(ok165) Compared to Wild-type (WT) Worms. (0.09 MB DOC)

Table S2. Genes with Altered Expression in *ets-4(ok165)* Compared to Wild-type (WT) Worms.

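Table S2 gives for each gene the ratio of its signal in *ets-4(ok165)* larvae over that in wild type, so a value below 1 marks a gene that was lower in the mutant. The genes with the lowest ratios include *asp-12* (listed as F21F8.4), *F56A4.3* and the enoyl-CoA hydratase gene *ech-9*, and *lys-7*, a lysozyme gene, is among those with the highest. Of the 146 entries, 89 down-regulated and 57 up-regulated, 144 were found on the arrays by their sequence name, and the mean ratio over the 3 arrays had the same direction for all 144 and lay within 1% of the printed ratio for 140. The entries *F15E11.10* and *B0365.6* were not found under these names. Every named gene that limma or Rank Products called in this strain is among the entries.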

# Supplementary material for: ETS-4 Is a Transcriptional Regulator of Life Span in Caenorhabditis elegans
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001125. doi: 10.1371/journal.pgen.1001125
**Supplement:** Table S3 — Genes with Altered Expression in ets-4(uz1) compared to Wild-type (WT) Worms. (0.26 MB DOC)

Table S3. Genes with Altered Expression in *ets-4(uz1)* compared to Wild-type (WT) Worms.

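The values are ratios of mutant over wild type averaged over the 3 arrays of the *ets-4(uz1)* strain, and the genes at the 2 ends include the lipid-binding protein gene *far-3* among the higher and the enoyl-CoA hydratase gene *ech-9* among the lower. Of the 543 entries, 228 down-regulated and 315 up-regulated, 539 were found on the arrays, and all 539 had the same direction in the mean over the arrays. The mean ratio lay within 1% of the printed ratio for 519 entries. *oac-10* (C49D10.4), an *O*-acyltransferase gene, had a log2 ratio of −3.31 ± 1.12 (SD, n = 3 arrays, adjusted p = 0.0470 from limma). limma called 344 of the entries, 144 lower and 200 higher.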

# Supplementary material for: ETS-4 Is a Transcriptional Regulator of Life Span in Caenorhabditis elegans
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001125. doi: 10.1371/journal.pgen.1001125
**Supplement:** Table S4 — Genes with Altered Expression in ets-4(ok165) and ets-4(uz1) Worms Relative to Wild-type Worms. (0.10 MB DOC)

Table S4. Genes with Altered Expression in *ets-4(ok165)* and *ets-4(uz1)* Worms Relative to Wild-type Worms.

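The yolk protein genes *vit-2* to *vit-5*, the thaumatin genes *thn-1*, *thn-2*, *thn-3* and *thn-7* and the lysozyme genes *lys-7* and *lys-10* are in the table, which prints for each gene the ratio in *ets-4(ok165)* larvae over wild type and marks *daf-16* genes and aging genes. The ratios in *ets-4(uz1)* larvae are not in it, and on the arrays they pointed the other way for 10 of the measured genes. *thn-3* (F28D1.4), with a wild-type signal well above background on 1 array per strain, was above wild type in both strains and passed only with the array number as a block (1.96 and 2.02, adjusted p = 0.401 and 0.0645 from limma, 0.0122 and 0.00394 with the block, n = 3 arrays each). *thn-7* (Y59E9AR.6) rose 3.42-fold in *ets-4(uz1)* larvae (1.77 ± 0.83, adjusted p = 0.0320) with 1.66 ± 0.43 in *ets-4(ok165)* larvae (adjusted p = 0.292, 0.0424 with the block). Of the genes measured limma called 49 in *ets-4(uz1)* larvae, 8 in *ets-4(ok165)* larvae and 7 in both (29 in *ets-4(ok165)* larvae and 29 in both with the block), and Rank Products called 62 in both.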

aMurphy et al., 2003.

bBudovskaya et al., 2008.

1Genes down-regulated in *daf-2* pathway mutant animals but up-regulated in *daf-16(RNAi)*; *daf-2(RNAi)* animals (Murphy et al., 2003).

2Genes up-regulated in *daf-2* pathway mutant animals but down-regulated in *daf-16(RNAi)*; *daf-2(RNAi)* animals (Murphy et al., 2003).

# Supplementary material for: ETS-4 Is a Transcriptional Regulator of Life Span in Caenorhabditis elegans
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001125. doi: 10.1371/journal.pgen.1001125
**Supplement:** Table S5 — Position of Conserved ETS Binding Motifs in the Transcriptional Control Regions of ETS-4-Regulated Genes. (0.17 MB DOC)

Table S5. Position of Conserved ETS Binding Motifsa,b in the Transcriptional Control Regions of ETS-4-Regulated Genesc.

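The table gives, for each gene of Table S4, the positions of conserved ETS binding motifs counted from the start of the coding sequence, apart from the homeobox gene *ceh-60*, where they are counted from the transcription start. Genes such as *vit-5* that carry such motifs are candidates for direct binding by an ETS factor, and the motifs themselves were not measured on the arrays.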

aPosition specific weight matrix (PWM) used to search for ETS binding motifs

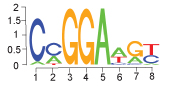

bConservation in *C. elegans*, *C. briggsae*, *C. remanei*, *C. brenneri*, *C. japonica* and *P. pacificus*.

c70 genes with altered expression in *ets-4(ok165)* and *ets-4(uz1)* worms relative to wild-type worms.

dLinkage group; eGene transcript orientation; fCoding sequence start

gNumber of conserved ETS binding motifs

hPosition of conserved ETS binding motif relative to the CDS start +1 except for F22A3.4 which is relative to the transcription start (denoted by *).

# Supplementary material for: ETS-4 Is a Transcriptional Regulator of Life Span in Caenorhabditis elegans
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001125. doi: 10.1371/journal.pgen.1001125
**Supplement:** Table S6 — Oligonucleotide primers used in RT-PCR analyses. (0.04 MB DOC)

Table S6. Oligonucleotide primers used in RT-PCR analyses.

| Gene | RT-Primer | Forward-Primer | Reverse-Primer |
| --- | --- | --- | --- |
| *ceh-60* | CGTCGATCGGTCTAAAATCGCGA | TCCGTTGGAAGAGGTCAACACTG | CGCTATTAGTCAGGGCTTTTTCC |
| *ech-9* | GGCATTTTGAGAAACTCGACG | ATGACTGTTGCCGATATGAATGG | CAGTGTCATTTTCTTTCCGTTGGG |
| *fat-7* | GTAGTCTTGTGGGAATGTGTGGT | CTGGAAGGAGACAGCATTCATTG | CTGTGGTAAAGACGTTCTCAACG |
| *vit-3* | GTTGACCTCAGCCTGGTCTCCTT | TCTGAGACTCGCTCTAAGGTCAC | GAGTAGACGATCTCCTCCTTTGG |
| *vit-4* | GCTCGTGCTCTTGAATTTGACGG | AGAGGTTGTCAAGTCTGAGACTC | CGATAGCCTTGAATGGGTTGAC |
| *vit-5* | CTCAACCTTCTGCTCCATCTCGATAG | GCAAGAATCTGAGGTTCATTCCG | CTCAACCTTCTGCTCCATCTCGA |
| *vit-2* | GAGTCTCGTGGATCTCCTTAAG | actgtcaacgtcaacggacaag | CTGGAAGATTGTATCCGTCGAC |
| *thn-1* | gtactctgccattcggcatcag | gaatagtgacgcaagagctggtg | cagtgaagtcattgcggagc |
| *lys-7* | gtactctgccattcggcatcag | gaatagtgacgcaagagctggtg | attcagtgaagtcattgcggagc |
| *cdc-42** |  | CTGCTGGACAGGAAGATTACG | CTCGGACATTCTCGAATGAAG |
| *pmp-3** |  | GTTCCCGTGTTCATCACTCAT | ACACCGTCGAGAAGCTGTAGA |

* Reverse-Primers were used as RT-Primer for these genes (Hoogewijs et al., 2008).

# Supplementary material for: ETS-4 Is a Transcriptional Regulator of Life Span in Caenorhabditis elegans
**Source:** PLoS Genet. 2010 Sep 16;6(9):e1001125. doi: 10.1371/journal.pgen.1001125
**Supplement:** Text S1 — Supplemental Materials and Methods. (0.07 MB DOC)

**Text S1**

**ETS-4 Is a Transcriptional Regulator of Life Span in *Caenorhabditis elegans***

Bargavi Thyagarajan, Adam G. Blaszczak, Katherine J. Chandler, Jennifer L. Watts, W. Evan Johnson and Barbara J. Graves

**Supplemental Materials and Methods**

**Expression and Purification of ETS-4**

Gateway-adapted expression vector pEXP1-DESTTM (Invitrogen) containing the predicted *ets-4* open reading frame with N-terminal 6XHis and FLAG tag sequences was transformed into *E. coli* strain BL21 (DE3);pLysS. Expression of ETS-4 protein in cultured cells was induced at midlog phase with 0.5 mM IPTG for 3 hr at room temperature. Bacterial pellets from 400 ml cultures were resuspended in 8 ml of lysis buffer [50 mM sodium phosphate buffer, pH 8.0, 500 mM NaCl, 5 mM imidazole, 10% glycerol] with 1 mM PMSF and lysed by sonication (Heat Systems, Inc). The insoluble fraction was collected by centrifugation at 27,000g for 15 min. To wash the pellet, sonication and centrifugation steps were repeated. The insoluble pellet was solubilized by sonication in 10 ml of urea lysis buffer [50 mM sodium phosphate buffer, pH 8.0, 6 M urea, 500 mM NaCl, 5 mM imidazole, 10% glycerol] with 1 mM PMSF, and then centrifuged at 27,000g for 15 min. The 6XHis tagged ETS-4 was purified from the supernatant at 4C on a 1 mL HiTrap chelating column (Amersham-Pharmacia). The eluate fractions containing ETS-4 were subjected to dialysis at 4C, two times for 2 hr each against 10 volumes of TGEK500 [20 mM Tris-Cl at pH 7.9, 10% glycerol, 0.1 mM EDTA, 500 mM KCl] with 1 mM DTT and 0.2 mM PMSF. Concentration of the purified protein was estimated on a coomassie stained gel in comparison to known concentrations of bovine serum albumin.

**DNA-binding Assays**

Complementary strands of oligonucleotides for the DNA duplexes used in this assay were 5’ end-labeled with T4 polynuclotide kinase and [-32 P]ATP (4500 Ci/mol) and annealed as described previously [1].

The high-affinity ETS binding site duplex ETS Site-WT or the mutant ETS binding site duplex, termed ETS Site-MT, were used as probes in the assays. The sequences for the probes were: 5'- TCGACGGCCAAGCCGGAAGTGAGTGCC- 3’ or

5'- TCGACGGCCAAGCCGGATGTGAGTGCC- 3’ (ETS Site-WT) and

5'-TCGACGGCCAAGCCTTAAGTGAGTGCC-3' or

5'- TCGACGGCCAAGCCTTATGTGAGTGCC- 3’ (ETS Site-MT). DNA-binding was assessed by EMSA, performed as described previously [1]. In brief, binding reactions in a 20 l volume with 25 mM Tris-Cl (pH 7.9), 10% glycerol, 0.1 mM EDTA, 60 mM KCl, 6 mM MgCl2, 0.2 mg/ml BSA, 10 mM DTT, and 50 ng of poly[d(I-C)] were incubated for 1 hr at 4C. EMSA was performed at 4C on 6% native polyacrylamide gels.

**GFP Reporter Construction and Generation of Transgenic Lines**

5.3 kb of the *ets-4* gene promoter alone or with genomic DNA encompassing the coding sequence for the ETS-4 protein was amplified by PCR and cloned into *PstI/XmaI* sites of pPD95.67 vector (kind gift of Andrew Fire, Stanford University). *Pets-4::gfp* lines were generated by injecting *pha-1(e2123ts);him-8(e1489)* strain [2] with 30 ng/µl of *pha-1(+)*, 10 ng/µl of *ets-4p::GFP* plasmid linearized by *PstI* digestion and 60 ng/µl of carrier DNA. The transgenic strains were selected at 25C. The *ets-4::gfp* lines were generated by injecting N2 worms with 1 ng/µl or less of *ets-4::gfp* construct linearized by *PstI* digestion, 30 ng/µl of *rol-6(su1006)* plasmid (pRF4) and 70 ng/µl of carrier DNA. Stable *ets-4::gfp* lines could not be maintained for more than a few generations.

Rescue constructs were made by cloning *yfp*::*ets-4*(cDNA) fusion product (created by two-step PCR) into pPD49.26 vector (kind gift of Andrew Fire, Stanford University) using unique *KpnI/EcoRV* sites. Tissue-specific expression was achieved by cloning 4.4 kb of *rab-3* promoter (pan-neuronal expression) and 1.9 kb of *gly-19* promoter (intestinal expression) upstream of *yfp::ets-4*(cDNA) sequence using *HindIII/BamH1* sites. Transgenic lines were generated by injecting *ets-4(ok165);lin-15(n765ts)* strain with 50 ng/µl of *lin-15(+)*, 5 ng/µl of linearized *Pgly-19::yfp::ets-4* or *Prab-3::yfp::ets-4* plasmid and 50 ng/µl of carrier DNA. Transgenic lines were maintained by picking non-Muv hermaphrodites. *ets-4(ok165)* Control refers to injection control strains and were created by injecting *ets-4(ok165);lin-15(n765ts)* strain with 50 ng/µl of *lin-15(+)* and 50 ng/µl of carrier DNA and subsequently maintaining transgenic lines by picking non-Muv hermaphrodites.

**Fatty Acid and Lipid Analysis**

Fatty acid and lipid analysis was performed as described previously [3]. Briefly, synchronized populations of young adult nematodes grown on plates with OP50 bacteria were used for the analysis. Chloroform-methanol extraction was performed to extract total lipids later subjected to gas chromatography. A measure of total lipids was obtained and normalized to total protein levels determined by Bradford assay. Next, the lipid extracts were subjected to thin-layer chromatography to separate phospholipids (PL) from the triacyglycerides (TAG). Fatty acid extracts were subjected to gas chromatography to determine percentage of individual fatty acids in the TAG and PL fractions.

**Feeding Behavior Analysis**

Animals were grown at 20C and scored at young adult stage. Defecation rates were determined as described previously [4]. A cycle period was defined as the interval between two successive posterior body-wall muscle contractions (pBoc). Pharyngeal pumping rate was assessed as described previously [5]. Briefly, pumping rates were determined using a dissecting microscope by counting pumps of the terminal pharyngeal bulb for one-minute intervals.

**Stress Assays**

Heat stress assays were performed as described before [6]. Gravid worms were allowed to lay eggs for 3-4 hr to obtain synchronous progeny. The progeny were allowed to develop at 15C and shifted to 25C after L3 larval stage to avoid the constitutive dauer arrest phenotype associated with *daf-2(e1370)* mutant animals. Synchronous day 2 adult hermaphrodites were shifted to 35C and survival was monitored. Triplicate plates for each strain were scored for each time point. Oxidative stress assays were performed as described previously [7]. Synchronous day 2 adult hermaphrodites were transferred to Paraquat (methylviologene, Sigma-Aldrich) containing plates (90 µl of 150 µM Paraquat added on top of NGM plates already seeded with OP50 bacteria). Survival was monitored every day. At least three independent repeats were conducted.

**GFP Quantification**

Quantification of GFP expression was done as described previously [8]. Briefly, GFP fluorescence of at least 20 age-matched (day 1 of adulthood) worms per strain was measured. Images were acquired using identical exposure times and settings. Quantification of mean fluorescence was carried out using the ImageJ (version 1.36b), a public domain image processing program.

**Searching for Conserved Binding Motifs**

The DNA sequence of the region from 1500 base pairs (bp) upstream of to 500 bp downstream from the transcription start site of ETS-4-regulated genes were obtained from the UCSC genome browser (http://genome.ucsc.edu/). Conservation scores were downloaded from the UCSC genome browser, originating from the multiple alignment between six nematode species, *C. elegans, C. remanei, C. briggsae, C. brenneri, C. japonica, P. pacificus*, using the MULTIZ alignment algorithm [9] and then scoring the alignment using the phastCons algorithm [10] to obtain conservation values between 0 and 1. Position specific weight matrix (PWM) to represent and search for ETS binding motifs were obtained from previous studies [11]. Searching with motif derived for SPDEF (the mammalian orthology of ETS-4) yielded similar results [12].Motifs were scored using the following approach. Let **y** represent a candidate sequence for the motif and let *yi* be the *i*th nucleotide in the sequence **y**. Denote the *ij*th element of the L by 4, PWM for the motif be denoted by *pi*j, and let *ci* be the genome conservation of *yi* across the 6 nematode genomes. The motif score, *f*(**y**), is calculated by

,

where *I*(*yi=j*)=1 if *yi* is equal to nucleotide *j*, for *j*[*A,C,G,T*], and *I*(*yi=j*)=0 otherwise. Therefore, the motif score *f*(**y**) represents a combination of the DNA conservation across nematode species and as well as degree to which the sequence matches the motif of interest. Motifs were selected using a cutoff that simultaneously requires the genome conservation to be reasonably high (>0.75) and that sequence is much more likely to be a motif than a random background (>10 times).

**References**

1. Jonsen MD, Petersen JM, Xu Q, Graves BJ (1996) Characterization of the cooperative function of inhibitory sequences of Ets-1. Mol Cell Biol 16: 2065-2073.

2. Hodgkin J, Horvitz HR, Brenner S (1979) Nondisjunction Mutants of the Nematode CAENORHABDITIS ELEGANS. Genetics 91: 67-94.

3. Brock TJ, Browse J, Watts JL (2006) Genetic regulation of unsaturated fatty acid composition in C. elegans. PLoS Genet 2: e108.

4. Iwasaki K, Liu DW, Thomas JH (1995) Genes that control a temperature-compensated ultradian clock in Caenorhabditis elegans. Proc Natl Acad Sci U S A 92: 10317-10321.

5. Panowski SH, Wolff S, Aguilaniu H, Durieux J, Dillin A (2007) PHA-4/Foxa mediates diet-restriction-induced longevity of C. elegans. Nature 447: 550-555.

6. Lithgow GJ, White TM, Melov S, Johnson TE (1995) Thermotolerance and extended life-span conferred by single-gene mutations and induced by thermal stress. Proc Natl Acad Sci U S A 92: 7540-7544.

7. Masse I, Molin L, Mouchiroud L, Vanhems P, Palladino F, et al. (2008) A novel role for the SMG-1 kinase in lifespan and oxidative stress resistance in Caenorhabditis elegans. PLoS One 3: e3354.

8. Budovskaya YV, Wu K, Southworth LK, Jiang M, Tedesco P, et al. (2008) An elt-3/elt-5/elt-6 GATA transcription circuit guides aging in C. elegans. Cell 134: 291-303.

9. Blanchette M, Kent WJ, Riemer C, Elnitski L, Smit AF, et al. (2004) Aligning multiple genomic sequences with the threaded blockset aligner. Genome Res 14: 708-715.

10. Siepel A, Bejerano G, Pedersen JS, Hinrichs AS, Hou M, et al. (2005) Evolutionarily conserved elements in vertebrate, insect, worm, and yeast genomes. Genome Res 15: 1034-1050.

11. Nye JA, Petersen JM, Gunther CV, Jonsen MD, Graves BJ (1992) Interaction of murine Ets-1 with GGA-binding sites establishes the ETS domain as a new DNA-binding motif. Genes Dev 6: 975-990.

12. Wei GH, Badis G, Berger MF, Kivioja T, Palin K, et al. Genome-wide analysis of ETS-family DNA-binding in vitro and in vivo. Embo J.

How the deposited data were processed for this re-analysis (not part of the article)

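Gene expression was measured in late L4 larvae of wild-type N2 worms and of the mutant strains *ets-4(ok165)* and *ets-4(uz1)*. Total RNA was made into cDNA, wild type labeled with Cy3 and mutant with Cy5, and each of 6 Agilent *C. elegans* 22K arrays compared 1 mutant sample with 1 wild-type sample. There were 3 arrays per mutant strain, described in the methods as independent repeats. No dye swap was made. The arrays came from 3 slides and 4 scans. Slide 1 held array 1 of both strains, slide 2 held *ets-4(ok165)* arrays 2 and 3, and slide 3 held *ets-4(uz1)* arrays 2 and 3. The first arrays of both strains were scanned apart, and arrays with the number 2 shared a scan, as did those with the number 3.

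The authors extracted the signal intensity of each spot in Cy3 and Cy5 with Agilent Feature Extraction, and the deposited intensity values are the mean brightness of the spot and the median brightness of its local background, neither subtracted nor normalized, and the background-subtracted, dye-normalized signal. The authors' log10 ratios of mutant over wild type were background-subtracted and lowess-normalized within each array by Feature Extraction, as deposited per spot. The deposited log2 ratios in the table of the whole series are the same ratios per probe on the log2 scale, with a median of 0 on each array, and they correlated at 0.997 to 1.000 with the log10 ratios. The file headers name Feature Extraction version 8.5.1.1 for the first array of each strain and a later version for the others. Each array had 22562 spots, of which 1080 were controls. Well above background were 68.5% to 72.9% of the non-control spots in Cy3 and 72.8% to 85.4% in Cy5. Between 3 and 151 spots per array were flagged as outliers, most on the first *ets-4(ok165)* array, and saturated spots occurred on the first arrays only. The log ratio was exactly 0 at 9.7% to 20.9% of the non-control spots per array, and these entered the fits as values. The arrays carry 20401 non-control probes, of which 19833 have a sequence name, for 18873 genes. Of these, 18121 matched the reference annotation, which gave current gene names and neighbors only, and 823 genes have several probes.

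The log10 ratios were multiplied by the log2 of 10. Control spots and spots flagged as outliers were left out, and the spots of a probe were averaged. A probe was kept when it was well above background in either channel on at least 3 of the 6 arrays, and the brightest kept probe stood for its gene, which left 14760 genes, 14581 of them with a value on every array. Where 1 channel was not well above background on any array of a strain, the change is given as a lower limit, the brighter signal over the limit of the dimmer one, and where both were not, no fold is given. A channel well above background on 1 of the 3 arrays counts as measured, and such a value is less certain. limma (version 3.58.1) in R (version 4.3.3) fitted all arrays with a mean per strain, tested each mean against 0 and tested the difference between the strains, with 4 residual and 3.19 prior degrees of freedom. p-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison, and an adjusted p under 0.05 counted as a change. Values named after a ± sign are SDs over arrays or, for lists, over genes. A Rank Products test was written for this purpose and run with 100 permutations, without a filter and with flagged spots kept. It took the brightest probe of each gene and every non-control probe without a sequence name, 19441 in all. Its limit was a probability of false prediction under 0.1, as in the methods. Its counts of 125 and 525 genes leave out 3 and 7 called probes without a sequence name.

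Arrays of the same number deviated together from the mean of their strain, so the fit was repeated with the array number as a block, and the blocked value stands beside a printed call that the block changed and beside a count that it moved by more than 1.5 times. Slide and scan were also tried as fixed and as random blocks. Gene lists, 39 in all, were fixed before the files were examined, though after the paper's tables had been read: vitellogenins, fatty acid β-oxidation, fatty acid synthesis and desaturation, lysozymes, thaumatins, C-type lectins, antimicrobial peptides, genes downstream of DAF-16 and of the infection response, superoxide dismutases and catalases, heat-shock proteins, metallothioneins, glutathione *S*-transferases, UDP-glycosyltransferases, cytochrome P450s, insulin/IGF-1 signaling, longevity transcription factors, the ETS family, neighbors of *ets-4*, markers of intestine, muscle, pharynx and neurons, pharyngeal cuticle genes, major sperm proteins, oocyte genes, early embryo genes, adult-cuticle, L4 and all cuticle collagens, molting genes, hedgehog-related genes, MATH and BATH domain genes, *O*-acyltransferases, transthyretin-like genes, nuclear hormone receptors, F-box genes, chemoreceptors, ribosomal proteins and the qPCR reference genes. They were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with limma's fry, each adjusted over all lists and the 3 comparisons. With the preset correlation 43 tests passed, with an estimated correlation 0, and with fry 4.

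The genes named were chosen by a rule set before the files were examined. It takes the genes the paper names, per strain the 10 largest called increases and decreases with the same sign on all 3 arrays, up to 4 called members of each list per strain, the genes of Table S4 with opposite directions or marked as *daf-16* or aging genes, and the 10 largest differences each way between the strains. Values in the paper's tables had been seen by then. Other genes fall outside the rule and were chosen after their values were seen. These are *gst-4*, *vit-1*, *thn-3*, *hsp-6*, *hsp-16.20*, *elt-2*, *ges-1*, *myo-2*, *unc-54*, *nlp-28*, *far-4*, *suex-1*, *C01B4.7* and *F56A4.10*, and the genes of entries in Tables S2 and S3 that differed from the values here. The overlap of calls was compared with independent lists by Fisher's exact test and with 20 simulations of unchanged groups that keep the covariance of same-numbered arrays, and the correlation of the strains with 1000 such simulations. Genes with and without conserved ETS motifs in Table S5 were compared by a 2-sided permutation test with 100000 resamples. Called genes within 50 kb of another called gene were counted against 10000 random draws of genes, also with genes of 1 family on 1 clone counted once. The family was read from the gene name, so genes with a sequence name alone were never merged. Medians over genes carry 95% bootstrap intervals from 10000 draws, and their 95% intervals over arrays, from a linear model with a mean per strain, were added after the data had been seen, as were the tests of slower development in *ets-4(uz1)* and of less intestine as the whole cause of the vitellogenin decrease, and the motif test on genes with the paper's direction in the strain alone. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the plots.

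The steps were tested on simulated data with planted changes. The simulated noise was normal and many changes were planted, so the shares found may exceed those in the measured data. The limma fit found 50.7%, 95.5% and 98.5% of genes planted at a log2 ratio of 1, 2 and 3 in *ets-4(ok165)* and 61.2%, 98.5% and 100% in *ets-4(uz1)*, with 10 false calls among 173 and 18 among 391. Rank Products found 40.3% and 28.4% of those planted at 1 and all of those planted at 2 or more, with 18 false calls among 178 and 16 among 368. Of 4 tests of lists with a planted shift, camera found 4, and it called 0 of 70 other tests. With the array number as a block, 127 of 321 calls in *ets-4(ok165)* and 184 of 580 in *ets-4(uz1)* were false, against 9 of 208 for the difference between the strains, so the blocked counts per strain hold more false calls than their limit states.

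Alternatives set before the files were examined were normexp background correction with an offset of 50 and loess, the series table in place of the spot ratios, arrays centered and scaled, no filter and a strict filter, flagged spots kept, the mean of a gene's probes, the blocks, an intensity trend in limma, an adjusted p under 0.1, a minimum change of 2.2-fold, each strain fitted alone, a probability of false prediction under 0.05, and leaving out each array. Leaving out both arrays of a number, the number as a random block, and the settings of the limma fit applied to the correlation of the strains, to Table S4, to the motif test and to the neighbor counts, and the probe of a gene closest to the paper's ratio for entries of Tables S2 and S3, were added after the data had been seen. The rule that labels the direction of a neighbor count was changed after its labels had been seen. Outliers were not tested, since each group has 3 arrays. The quantitative RT-PCR, life span, lipid and binding experiments of the paper were not analysed here.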

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

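The fatty acid and retinol binding protein gene *far-3* differed most but for 1 gene between the *ets-4(uz1)* and *ets-4(ok165)* strains by limma's test of the difference, which called 24 genes, 17 higher and 7 lower in *ets-4(uz1)* larvae. The log2 ratio was higher in *ets-4(uz1)* larvae by 5.45 for *F56A4.3*, 5.15 for *far-3*, 3.48 for *C45B2.3*, 3.36 for the F-box gene *fbxa-193*, 3.23 for *C01B4.8* and 2.63 for its neighbor *C01B4.7*. Of the 62 antimicrobial peptide genes 3 were called (8 higher and 5 lower with the array number as a block) and the list did not pass (camera adjusted p = 0.228), the ratio being higher by 2.84 for *nlp-31*, 2.08 for *nlp-28* and 2.31 for *fip-1*, and it was higher by 2.57 for *Y19D10A.4* and 2.43 for *F56A4.10*, the last with an adjusted p of 0.0526 with the array number as a block. It was lower in *ets-4(uz1)* larvae, with differences of −4.95 for *gtnt-17*, −4.53 for *T15D6.11*, −4.50 for *gtnt-18*, −4.48 for *T15D6.8*, −4.40 for *F36H12.13*, whose mutant signal was well above background on 1 of the 3 *ets-4(uz1)* arrays, and −1.95 for *idpb-2*. For *F48C1.9* and *Y39H10A.1*, whose wild-type signal was not well above background on any *ets-4(ok165)* array, the log2 ratio in *ets-4(uz1)* larvae was 3.70 and 2.86, the latter with a wild-type signal well above background on 1 of the 3 arrays. Lower limits hold for *lmd-4*, at least 2.02-fold higher, *far-4*, at least 1.496-fold higher, *suex-1*, at least 1.20-fold higher, and *F36H12.14*, at least 2.25-fold lower, all in *ets-4(uz1)* larvae, and for the chemoreceptor gene *srd-61*, at least 1.26-fold lower in *ets-4(ok165)* larvae. A ratio of exactly 0 entered the fit as a value. In *ets-4(ok165)* larvae *far-4* had 0 on all 3 arrays, *suex-1* on arrays 2 and 3, and *lmd-4* and *F48C1.9* on array 3. For *far-4* the difference between the strains was thus not measured, and for the other genes with a 0 it is less certain. With the array number as a block 94 genes differed, 31 lower and 63 higher, and in simulated data 9 of 208 such calls were false.

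Gene groups also differed between the strains by camera at its preset correlation, and none of these differences passed with an estimated correlation. Vitellogenins were lower in *ets-4(uz1)* than in *ets-4(ok165)* larvae (mean difference −1.01), as were β-oxidation genes (−0.18), C-type lectins (−0.23), genes downstream of DAF-16 and of the infection response (−0.33), glutathione *S*-transferases (−0.27), UDP-glycosyltransferases (−0.37) and cuticle collagens (−0.30). Tissue lists were lower as well, with −0.36 for intestine, −0.60 for pharynx, −0.30 for the pharyngeal cuticle and −0.16 for neurons, and nuclear hormone receptors had −0.11. Higher in *ets-4(uz1)* larvae were oocyte genes (0.86), major sperm proteins (0.56), lysozymes (0.49), molting genes (0.33), transthyretin-like genes (0.31) and ribosomal proteins (0.16). The adjusted p with an estimated correlation was 0.155 for vitellogenins and between 0.823 and 0.960 for the others. Most of these differences depend on single arrays, while that of the vitellogenins lay between −1.11 and −0.88 without any array or pair. Without *ets-4(ok165)* array 1 β-oxidation genes (−0.12), glutathione *S*-transferases (−0.13), major sperm proteins (0.18), nuclear hormone receptors (0.041) and ribosomal proteins (0.042) did not pass, while UDP-glycosyltransferases (−0.21), intestine markers (−0.20), oocyte genes (0.50) and transthyretin-like genes (0.20) still passed with means that had moved by more than 1.5 times. Leaving out *ets-4(ok165)* array 2, lysozymes (0.31), pharynx markers (−0.24) and neuron markers (−0.13) did not pass, while β-oxidation genes (−0.36), genes downstream of DAF-16 and of the infection response (−0.50), intestine markers (−0.65), major sperm proteins (0.84), nuclear hormone receptors (−0.31) and ribosomal proteins (0.26) still passed with means that had moved by more than 1.5 times. If *ets-4(ok165)* array 3 was left out, β-oxidation genes (−0.14) and nuclear hormone receptors (−0.053) did not pass, while genes downstream of DAF-16 and of the infection response (−0.18) still passed with means that had moved by more than 1.5 times. Without *ets-4(uz1)* array 1 lysozymes (0.43), pharynx markers (−0.30) and neuron markers (−0.055) did not pass, while nuclear hormone receptors (−0.18) still passed with means that had moved by more than 1.5 times. Leaving out *ets-4(uz1)* array 2, β-oxidation genes (−0.090), C-type lectins (−0.13), genes downstream of DAF-16 and of the infection response (−0.12), intestine markers (−0.050), cuticle collagens (−0.15), transthyretin-like genes (0.20), nuclear hormone receptors (0.061) and ribosomal proteins (0.12) did not pass, while lysozymes (0.77) and glutathione *S*-transferases (−0.16) still passed with means that had moved by more than 1.5 times. If *ets-4(uz1)* array 3 was left out, lysozymes (0.27) and molting genes (0.22) did not pass, while β-oxidation genes (−0.30), intestine markers (−0.57), neuron markers (−0.27) and nuclear hormone receptors (−0.20) still passed with means that had moved by more than 1.5 times. Within same-numbered pairs 1 to 3 the oocyte difference was 1.84, 0.85 and −0.11 and that of the sperm proteins 1.40, 0.36 and −0.068, so both shrank without pair 1 (0.37 and 0.15), as did cuticle collagens and the pharyngeal cuticle without pair 2 (−0.085 and −0.19). Groups the paper does not discuss moved against wild type in *ets-4(uz1)* larvae, with means of 0.47 for molting genes, 0.41 for transthyretin-like genes and −0.14 for nuclear hormone receptors, the last of which rested on array 2 (0.027 without it, −0.22 without array 1 and −0.23 without array 3). UDP-glycosyltransferases, a family of the xenobiotic metabolism that the paper mentions, had −0.44. None of these passed with an estimated correlation either (adjusted p = 0.823, 0.823, 0.960 and 0.823 with an estimated correlation).

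The decrease of the yolk protein genes in both strains was set against 3 explanations, and of these tests those of the dye effect, of slower development as the whole cause in *ets-4(uz1)* larvae and of less intestine as the whole cause were chosen after the values had been seen. Yolk protein genes switch on in late L4 larvae, so slower development of the mutants would lower other genes of that stage too. The median log2 ratio of 24 oocyte and adult-cuticle collagen genes was −0.35 (95% bootstrap interval −0.43 to −0.24) in *ets-4(ok165)* and 0.63 (0.42 to 0.74) in *ets-4(uz1)* larvae, while slower development was expected to bring it to −0.5 or lower in both. These intervals are over genes, and over the arrays, a check added after the values had been seen, they were −1.30 to 0.64 and −0.40 to 1.53, the *ets-4(ok165)* median resting on array 1 (−1.08). The *ets-4(ok165)* interval over arrays includes −0.5, so slower development stays open there and could account for part of the decrease. The *ets-4(uz1)* median lay above −0.5 over genes and over arrays, which argues against slower development as the whole cause in *ets-4(uz1)* larvae. As a part of it slower development stays open there too, since the paper reports slow larval growth of both strains, the median on *ets-4(uz1)* array 3 was −0.071, and the higher molting genes could reflect another stage at harvest. Of the set 20 are oocyte genes and 4 are adult-cuticle collagens, and of the latter 2 rose and 1, *col-19*, fell in *ets-4(uz1)* larvae adjusted over the list alone (median −0.012, mean −0.59), and of these changes that of *col-19* goes with slower development. Less intestine in the mutants would lower the intestine markers as much as the yolk protein genes, but the median of the vitellogenins minus that of the markers was −1.55 (95% interval over arrays −2.13 to −0.97) in *ets-4(ok165)* and −2.20 (−2.78 to −1.62) in *ets-4(uz1)* larvae, which argues against it as the whole cause. As a cause of part of the decrease it was tested on the median of the 16 markers, which was −0.078 (−0.24 to 0.10) in *ets-4(ok165)* and −0.42 (−0.80 to −0.27) in *ets-4(uz1)* larvae. Over the arrays the intervals were −0.78 to 0.61 and −1.15 to 0.23 and included −0.5 in both, so less intestine stays open as a cause of part of the decrease. A dye effect of the probes cancels in the difference between the strains, which for *vit-2* to *vit-5* was −0.91 (95% interval −1.34 to −0.47). A dye effect alone would leave it within 0.3 of 0, so at least this part is no dye effect, while the decrease that both strains share could hold one, since no dye swap was made.

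The genes that differed between the strains lay near each other, 13 of 23 within 50 kb of another one against 0.328 in random draws (p = 1.00e-04, permutation test). Neighboring members of 1 gene family could produce this. With families on 1 clone counted once 7 genes still had a called neighbor. The upper end of the 95% range of random draws was 2. Families were told by gene name only, so genes with a sequence name alone, such as *T15D6.8* and *T15D6.11*, were counted apart. Family membership therefore stays open as a cause. Local differences in the DNA of the strains, left from the outcrosses, were not tested.

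Same-numbered arrays of the strains deviated together, and the test of this was chosen after the values had been seen. If they shared wild-type RNA, the wild-type signals should deviate together more than the mutant signals do. The lowest correlation of deviations between same-numbered arrays was 0.634 in the wild-type channel and the highest in the mutant channel was 0.538, which is consistent with shared wild-type RNA. Arrays 1 also shared a slide and arrays 2 and 3 a scan, which was not separated from it.

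Other groupings of the arrays were counted to learn how often chance gives as many calls. Of the 4 splits of the 6 arrays that part the same-numbered pairs, only 1, the real one, gave as many as 24 genes between the strains, and the highest of the others gave 0. Turning the sign of single arrays left 1 of 4 patterns, the real one, with as many calls for *ets-4(ok165)* (14 against 0) and 1 of 4 for *ets-4(uz1)* (522 against 0). With so few groupings no share under 0.05 can be reached, and no more can be said from them.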

How the results depend on the processing

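The lower level of *ets-4*, *asp-12*, *ech-9* and the yolk protein genes *vit-3*, *vit-4* and *vit-5* and the higher level of *lys-7* and *pho-8* kept their direction under every setting. Of 399 values of named genes the 136 that passed kept their sign under every setting, while 62 of the 263 that did not pass changed sign under at least 1, 48 of them without a single array, such as *daf-2* in *ets-4(ok165)* larvae. Of the values of named genes, 399 stayed on the same side of the limit with the series table, the mean of a gene's probes or slide as a random block, 398 with flagged spots kept and 394 with an intensity trend. With normexp and loess 350 stayed and 48 were lost, with arrays centered and scaled 319 and 80, without a filter 296 and 103, with scan as a block 345 and 46 and with slide as a block 258 and 135. With the array number as a block 360 stayed, 32 were gained and 1 was lost, *lys-7* in *ets-4(ok165)* larvae, and outside the naming rule *F56A4.10* lost its difference between the strains.

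The number of genes changed in *ets-4(ok165)*, 14, was 9 with normexp and loess, 9 with the strict filter, 1 without a filter, 1 with each strain fitted alone, 28 at an adjusted p under 0.1, 50 with the array number as a block, and 0 with arrays centered and scaled, slide as a block or scan as a block (1677, 1017 and 2711 at an unadjusted p under 0.05 in limma). The 522 genes of *ets-4(uz1)* became 217 with arrays centered and scaled, 128 without a filter, 827 with scan as a block, 1002 at an adjusted p under 0.1, 2267 with the array number as a block and 0 with slide as a block (1476 at an unadjusted p under 0.05 in limma). The 8 genes called in both became 1 without a filter and with each strain fitted alone, 20 at an adjusted p under 0.1, 39 with the array number as a block, and 0 with arrays centered and scaled, slide as a block or scan as a block (596, 276 and 1542 at an unadjusted p under 0.05). The 24 genes that differed between the strains became 7 with normexp and loess, 1 without a filter, 47 at an adjusted p under 0.1, 94 with the array number as a block, 554 with scan as a random block and 295 with the number as a random block, the last chosen after seeing the data. They became 0 with arrays centered and scaled, slide as a block or scan as a block (917, 656 and 1617 at an unadjusted p under 0.05 in limma). No filter adds dim genes to the adjustment, and slide as a block leaves only the arrays of slide 1 for the difference, while for the other settings the cause was not tested. Of the list tests 43 passed with camera's preset correlation, 0 with an estimated correlation in camera (7 at an unadjusted p under 0.05) and 4 with fry.

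Without any single array the counts ranged from 1 to 5 for *ets-4(ok165)*, 60 to 96 for *ets-4(uz1)*, 1 to 6 for both and 0 to 18 for the difference (667 to 1475 at an unadjusted p under 0.05 where it was 0), fewer arrays being the construction of these settings. Without a pair of same-numbered arrays, a setting chosen after seeing the data, *ets-4(ok165)* had 2, 3 and 0 genes without pairs 1, 2 and 3, *ets-4(uz1)* had 28, 96 and 0, both had 1, 3 and 0, and the difference had 0, 3 and 0. At an unadjusted p under 0.05 there were 1259, 2599, 659 and 783 genes without pair 3, and 558 for the difference without pair 1. Rank Products called 69 genes in *ets-4(ok165)*, 346 in *ets-4(uz1)* and 34 in both at a probability of false prediction under 0.05. Without any single array it called 15 to 54, 117 to 151 and 8 to 33. Without pairs 1, 2 and 3, chosen after seeing the data, it called 22, 16 and 7 in both, and the counts of each strain are those without its own array.

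The settings of the fit were applied to the next results after seeing the data. With the strict filter 34 of 43 genes of Table S4 had the same direction in both strains. Among genes that the paper lists as up-regulated, those with ETS motifs exceeded those without in the absolute *ets-4(uz1)* ratio by 0.76 without *ets-4(uz1)* array 3 or pair 3 (p = 0.0134, permutation test), by 0.77 with the strict filter (p = 0.0600, permutation test) and by 0.092 without array 2. Leaving out the 5 that were lower in *ets-4(uz1)* larvae, the gap without array 3 was 0.53 (p = 0.0587, permutation test). The 4 called *ets-4(ok165)* genes near each other became 0 without *ets-4(ok165)* array 1 or 2 or without pair 1 or 2, and 2 with families counted once (p = 0.0515, permutation test), the last set before the data were examined, and those of the difference became 0 without pair 2. The correlation of the strains across genes ranged from 0.171 to 0.517.

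The mean of a list that passed changed sign for nuclear hormone receptors in *ets-4(uz1)* without array 2 (0.027). List means reversed for cuticle collagens in the difference with slide as a block (0.14), and for nuclear hormone receptors in the difference without *ets-4(ok165)* array 1 (0.041) or *ets-4(uz1)* array 2 (0.061) and in *ets-4(ok165)* without array 2 (0.17) or pair 2 (0.17). Without other arrays these means were as low as −0.31 in the difference and −0.18 in *ets-4(ok165)* for the receptors. The mean of the major sperm proteins in *ets-4(ok165)* was 0.051 without array 1, 0.047 without pair 1 and −0.62 without array 2. With the array number as a block 114 list tests stayed and 3 were gained, C-type lectins and F-box genes in *ets-4(uz1)* and muscle markers in the difference. Signal over background limits single genes. For 937 genes in *ets-4(ok165)* and 785 in *ets-4(uz1)* the mutant signal was well above background on at least 1 array and the wild-type signal on none. An increase among these can be given as a lower limit only. For a further 12 and 31 genes neither signal was well above background on any array of the strain.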

Differences from the paper's values

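*oac-10*, an *O*-acyltransferase gene, had a log2 ratio of −3.31 (SD 1.12, n = 3 arrays) in *ets-4(uz1)* larvae, while the paper's value, from the ratio in Table S3, is −1.74. The value differed by more than the SD of the arrays, and came within it with normexp and loess (−1.49), with slide as a block (−2.41) and without *ets-4(uz1)* array 2 (−2.67). It did not come within it with the series table, arrays centered and scaled, no filter, flagged spots kept, the mean of a gene's probes, the array number or scan as a block, slide or scan as a random block, an intensity trend, or without *ets-4(uz1)* array 1 or 3. Of 148 ratios compared for named genes it was the only one that differed, and of the 668 entries of Tables S2 and S3 that could be compared 10 did, among them 9 from genes outside the naming rule, chosen after their values were seen. These were in *ets-4(ok165)* larvae *egl-44* (−0.24 here, paper's −1.45) and *kin-36* (0.38 here, paper's 1.31) and in *ets-4(uz1)* larvae *E02C12.8* (−1.37 here, paper's −2.34), *C45G9.6* (0.23 here, paper's 2.14), *dur-1* (0.61 here, paper's 1.99), *acdh-1* (−0.90 here, paper's −1.71), *dpf-6* (0.67 here, paper's 1.72), *egl-44* (−0.59 here, paper's −1.48) and *ptl-1* (−0.18 here, paper's −1.31). With the mean of a gene's probes the value came within the SD or 1.5-fold for *egl-44* in *ets-4(ok165)* (−0.85), *kin-36* in *ets-4(ok165)* (0.84), *E02C12.8* in *ets-4(uz1)* (−1.62), *acdh-1* in *ets-4(uz1)* (−1.30), *dpf-6* in *ets-4(uz1)* (1.19), *egl-44* in *ets-4(uz1)* (−1.03) and *ptl-1* in *ets-4(uz1)* (−0.90), and without array 1 of the strain for *egl-44* in *ets-4(ok165)* (−0.66), *E02C12.8* in *ets-4(uz1)* (−1.91), *acdh-1* in *ets-4(uz1)* (−1.26) and *egl-44* in *ets-4(uz1)* (−0.84), and it did so with no other array left out and none of normexp and loess, the series table, arrays centered and scaled, the filters and flagged spots kept. The genes of these 9 entries have more than 1 probe each, and with the probe closest to the paper's ratio in place of the brightest, a choice made after seeing the values, all 9 lay within 1% of that ratio. The 10 values compared with the paper's text did not differ, counts being taken to differ beyond 1.5-fold only. Of these only the Rank Products counts come from the arrays. The others were counted from the marks and motifs in the paper's own Tables S4 and S5, so their match says nothing about the arrays.

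Counts are set beside the paper's at its stated limit, a probability of false prediction under 0.1 in Rank Products, where the paper's 145 genes for *ets-4(ok165)*, 542 for *ets-4(uz1)* and 70 for both compare with 125, 525 and 63 here. The counts here rest on the brightest probe of each gene. limma at an adjusted p under 0.05 does not call some genes the paper names as changed in *ets-4(ok165)* larvae, among them the yolk protein gene *vit-2*, the fatty acid genes *acdh-2* and *C48B4.1*, the thaumatin gene *thn-1* and the homeobox gene *ceh-60* (adjusted p = 0.160, 0.434, 0.376, 0.283 and 0.313). Rank Products calls each of them, and limma with the array number as a block calls *thn-1* and *ceh-60* among these. On simulated data that blocked fit gave 127 false calls among 321 for this strain, so its calls are weak evidence. All of these genes had the direction the paper states. By the paper's qRT-PCR in adults, a later stage than that of the arrays, *vit-2* and *ceh-60* were lower and *thn-1* higher in *ets-4(ok165)* worms (Figure S4). The missed limit in limma is therefore no evidence that these genes were unchanged.

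The paper states that genes for oxidative stress, heat shock and toxicity that change in *daf-16* mutants stayed unchanged in *ets-4* mutants, and which members were meant is not listed. limma called 9 UDP-glycosyltransferase genes lower in *ets-4(uz1)* larvae (24 lower and 4 higher with the array number as a block), and 4 cytochrome P450 genes higher and 1 lower (13 and 5). Rank Products called *hsp-16.48* and *hsp-16.41* lower in *ets-4(ok165)* larvae and *hsp-16.2* lower and *mtl-1* higher in *ets-4(uz1)* larvae, and limma with the array number as a block called *mtl-1* and *hsp-43* higher and *mtl-2*, *hsp-6* and *hsp-16.20* lower there, and 2 glutathione *S*-transferase genes higher and 7 lower. No gene of these families was called in both strains by either test.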

Other observations

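Some genes of the molt rose in *ets-4(uz1)* larvae. Of 38 molting genes 4 rose (16 rose and 1 fell adjusted over the list alone, 14 and 2 with the array number as a block), among them *ptr-22*, a Patched-related gene (4.53-fold, log2 ratio 2.18 ± 0.56, SD, n = 3 arrays, adjusted p = 0.0102 from limma), *noah-2* (2.98-fold, 1.57 ± 0.27), which encodes a protein of the apical matrix, and *mlt-11* (2.08-fold), a protease inhibitor gene. Of 48 transthyretin-like genes 4 rose (16 rose and 2 fell adjusted over the list alone, 19 and 5 with the block), among them *ttr-26* (3.84-fold, 1.94 ± 0.55) and *ttr-23* (2.43-fold, 1.28 ± 0.20, adjusted p = 0.0111 from limma). Of 49 hedgehog-related genes, which cycle with the molts, 5 rose and 2 fell (9 and 5 adjusted over the list alone, 8 and 6 with the block), *wrt-10* rising 3.50-fold and *grl-30* falling 5.34-fold. In *ets-4(ok165)* larvae no gene of these lists passed in limma, with 3, 6 and 7 at an unadjusted p under 0.05 and 0, 1 and 0 called by Rank Products. The molting list had a mean of 0.15 there (camera adjusted p = 0.0131, or adjusted p = 0.829 with an estimated correlation; without array 1 or 2 it did not pass, with 0.12 and 0.12), and the transthyretin-like and hedgehog-related lists 0.10 and 0.14 (adjusted p = 0.201 and 0.0680). For *ets-4(uz1)* the hedgehog-related list had 0.087 (adjusted p = 0.252), the molting list adjusted p = 1.58e-05 and the transthyretin-like list 3.02e-04 by camera, or adjusted p = 0.823 and 0.823 with an estimated correlation.

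The homeobox gene *ceh-60*, beside *ets-4*, had negative log2 ratios in both strains and passed in *ets-4(uz1)* alone. Of 5 measured genes of the clone that holds *ets-4*, itself among them, 1 fell in *ets-4(ok165)* and 2 in *ets-4(uz1)* larvae (3 and 3 adjusted over the list alone, 2 and 3 with the array number as a block), with means of −1.33 and −1.22 (camera adjusted p = 2.09e-06 and 0.00143, or adjusted p = 0.447 and 0.816 with an estimated correlation). *ets-4* itself had the largest share in these means, and *ceh-60* fell 3.71-fold in *ets-4(uz1)* larvae (−1.89 ± 0.44, adjusted p = 0.0310 from limma), with −1.68 ± 0.89 in *ets-4(ok165)* larvae (adjusted p = 0.313 from limma, 0.0415 with the block). Over the 7 measured ETS family genes the means were −0.37 and −0.34 (camera adjusted p = 0.373 and 0.670), and 1 gene, *ets-4*, fell in each strain.

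Other groups moved little as lists. Pharyngeal cuticle genes had a mean of 0.24 in *ets-4(ok165)* larvae (camera adjusted p = 2.99e-05, or adjusted p = 0.823 with an estimated correlation) and −0.060 in *ets-4(uz1)* larvae (adjusted p = 0.308), where 2 rose and 2 fell (4 and 8 with the array number as a block). Nuclear hormone receptor genes had −0.034 in *ets-4(ok165)* (adjusted p = 0.742) and −0.14 in *ets-4(uz1)* larvae (adjusted p = 0.0170, or adjusted p = 0.960 with an estimated correlation; 0.027 without array 2, −0.22 without array 1 and −0.23 without array 3), where 5 rose, among them *nhr-63* and *nhr-50*, and 1 fell (17 and 37 with the block). In *ets-4(ok165)* and *ets-4(uz1)* larvae the means were 0.11 and 0.40 for antimicrobial peptides, 0.078 and −0.15 for C-type lectins, 0.071 and −0.23 for cuticle collagens, 0.15 and −0.59 for adult-cuticle collagens (medians 0.42 and −0.012) and 0.025 and −0.077 for L4 collagens. They were −0.13 and −0.11 for F-box genes, −0.020 and −0.040 for MATH and BATH domain genes, −0.046 and −0.025 for *O*-acyltransferases, −0.041 and 0.0085 for chemoreceptors, −0.053 and 0.11 for ribosomal proteins and −0.031 and −0.13 for the qPCR reference genes *cdc-42* and *pmp-3*. None of these 11 lists passed by camera in either strain, the lowest adjusted p being 0.0578 for cuticle collagens in *ets-4(uz1)* larvae, though with the array number as a block F-box genes and C-type lectins passed in *ets-4(uz1)* larvae (adjusted p = 0.0187 and 0.0442). Neither passed with an estimated correlation in the fit without the block. Of the adult-cuticle collagens, *col-19* fell in *ets-4(uz1)* larvae, and with the block 1 rose as well.

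The strains resembled each other across genes, which are not independent replicates, with Pearson's r = 0.425 and Spearman's rho = 0.398 over 14581 genes. Simulated groups without any change that kept the covariance of same-numbered arrays gave r = 0.511 (upper end of the 95% range 0.528), above the measured value. The measured covariance was 0.0849 against 0.0438 (upper end of the 95% range 0.0459) in the simulations, a difference of 0.0410.

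Called genes lay near each other within each strain as well, 4 of 14 in *ets-4(ok165)* within 50 kb of another called gene against 0.107 in random draws (p = 9.00e-04, permutation test) and 200 of 511 in *ets-4(uz1)* against 128 (p = 1.00e-04, permutation test). With families on 1 clone counted once there were 2 and 170 (p = 0.0515 and 7.00e-04, permutation test). Blocked by array number and with families counted once, 15 of 49 lay near each other in *ets-4(ok165)* against 1.36 in random draws (p = 1.00e-04, permutation test), and in *ets-4(uz1)* 1484 of 2215 did against 1496 (p = 0.701, permutation test). Without counting families once, the blocked *ets-4(uz1)* count was 1602 against 1513 (p = 1.00e-04, permutation test), and with so many calls most lie near another by chance, so the blocked *ets-4(uz1)* counts say little. Of the Rank Products calls of *ets-4(ok165)* larvae, 48 of 124 lay near each other, against 8.33 in random draws.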
